# X chromosome dosage drives statin-induced dysglycemia and mitochondrial dysfunction

**DOI:** 10.1038/s41467-024-49764-2

**Published:** 2024-07-02

**Authors:** Peixiang Zhang, Joseph J. Munier, Carrie B. Wiese, Laurent Vergnes, Jenny C. Link, Fahim Abbasi, Emilio Ronquillo, Katherine Scheker, Antonio Muñoz, Yu-Lin Kuang, Elizabeth Theusch, Meng Lu, Gabriela Sanchez, Akinyemi Oni-Orisan, Carlos Iribarren, Michael J. McPhaul, Daniel K. Nomura, Joshua W. Knowles, Ronald M. Krauss, Marisa W. Medina, Karen Reue

**Keywords:** Metabolism, Genetics, Molecular medicine

## Abstract

Statin drugs lower blood cholesterol levels for cardiovascular disease prevention. Women are more likely than men to experience adverse statin effects, particularly new-onset diabetes (NOD) and muscle weakness. Here we find that impaired glucose homeostasis and muscle weakness in statin-treated female mice are associated with reduced levels of the omega-3 fatty acid, docosahexaenoic acid (DHA), impaired redox tone, and reduced mitochondrial respiration. Statin adverse effects are prevented in females by administering fish oil as a source of DHA, by reducing dosage of the X chromosome or the *Kdm5c* gene, which escapes X chromosome inactivation and is normally expressed at higher levels in females than males. As seen in female mice, we find that women experience more severe reductions than men in DHA levels after statin administration, and that DHA levels are inversely correlated with glucose levels. Furthermore, induced pluripotent stem cells from women who developed NOD exhibit impaired mitochondrial function when treated with statin, whereas cells from men do not. These studies identify X chromosome dosage as a genetic risk factor for statin adverse effects and suggest DHA supplementation as a preventive co-therapy.

## Abstract (web summary)

Women are more likely than men to experience adverse statin effects, particularly new-onset diabetes and muscle weakness. Here the authors show that statin-treated female mice show reduced levels of docosahexaenoic acid (DHA) and that the adverse effects are prevented by administering fish oil as a source of DHA, by reducing dosage of the X chromosome or the Kdm5c gene.

## Introduction

Statins, or HMG-CoA reductase enzyme inhibitors, are the most widely prescribed drug class for reducing blood cholesterol levels and risk of cardiovascular disease^1^. However, statins may have adverse effects, the most common of which are myopathy, which may occur in 5–10% of statin users^2^, and new-onset diabetes^3–7^. There are significant data showing that statin adverse effects are more prevalent in women than in men. A recent meta-analysis of 176 statin trials with >4 million subjects identified female sex as the strongest risk factor for statin intolerance, in which myopathy was a major outcome (OR 1.47, *p* = 0.007)^8^. Female sex had a greater impact on statin adverse effects than ethnic background, age, obesity, diabetes, or other chronic conditions. Myopathy was also shown to be 2-fold more prevalent in women compared to men in a separate meta-analysis^9^, and assessment of incident diabetes in statin clinical trials with stratification by sex have shown greater diabetes risk in women compared to men^10,11^.

We exploited the sex differences in susceptibility to statin-associated myopathy and new-onset diabetes (NOD) to identify mechanisms that contribute to these adverse effects. We used mouse models that allow comparison of males and females on the same genetic background, as well as analysis of the contribution of gonadal sex differences (ovaries vs. testes) and chromosomal sex differences (XX vs. XY), to identify molecular and genetic determinants of statin-related impairment of glucose homeostasis and muscle strength.

We determined that statin drug interacts with female sex, particularly XX sex chromosome complement, to alter the lipidome and transcriptome in ways that impact mitochondrial function and cellular redox tone. We further identified nutritional and genetic manipulations that prevent statin adverse effects in female mice. Ultimately, we verified the findings from mice in human cohorts, showing differential alterations in lipid metabolism and mitochondrial function in women compared to men treated with statin. Our findings suggest a potential nutritional co-therapy to statins that may prevent adverse effects in vulnerable individuals.

## Results

### Female sex promotes statin-induced glucose intolerance and reduced muscle strength in the mouse

We treated cohorts of male and female C57BL/6 J mice (aged 10 weeks) with a chow diet without or with simvastatin (equivalent to human dose of 80 mg/day; see Methods). Inclusion of statin in the chow diet did not alter food intake, body weight, or body weight gain in male or female mice (Fig. 1a–c). Fasting glucose and glucose tolerance were assessed in independent cohorts at 2, 4, 8, and 16 weeks of statin treatment. Males had higher basal glucose levels, but statin treatment led to elevations in fasting glucose levels exclusively in females (Fig. 1d). Females developed significant glucose intolerance beginning at 4 weeks of statin treatment, which persisted throughout 16 weeks (Fig. 1e, Suppl. Fig. 1a). Statin-treated male mice also experienced impaired glucose tolerance, but this was delayed relative to female mice, occurring only after 8 or 16 weeks of statin treatment (Fig. 1d, Suppl. Fig. 1b). Statin treatment did not alter insulin levels or HOMA-IR in male or female mice, but male mice had higher absolute insulin levels and HOMA-IR compared to females (Suppl. Fig. 1c, d).

**Fig. 1:**
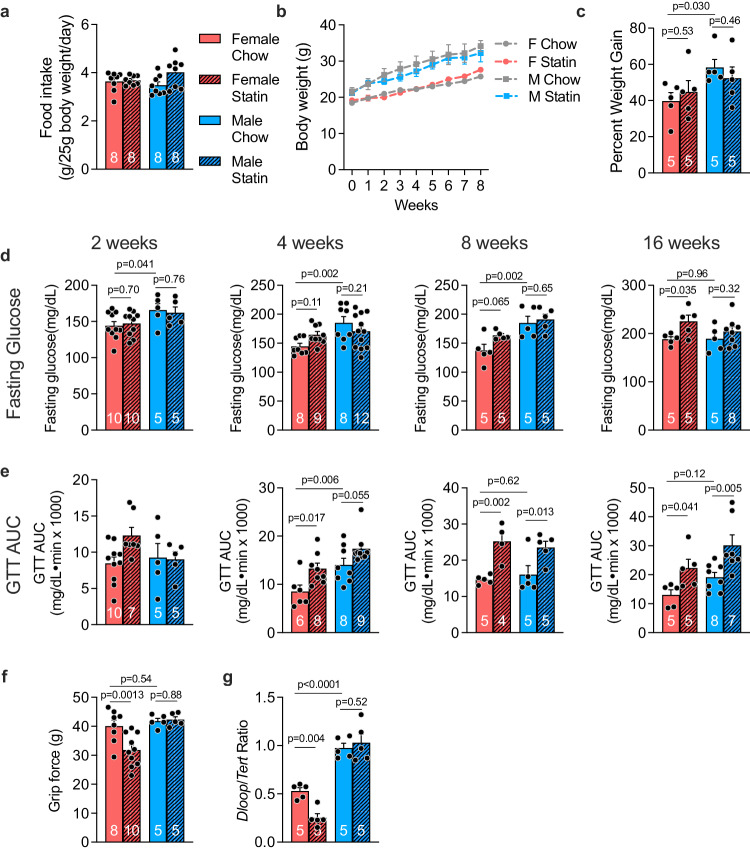
Female sex exacerbates statin-induced changes in glucose homeostasis and grip strength in mouse. **a**–**c** C57BL/6 J male and female mice were fed chow or chow containing simvastatin (0.1 g/kg) for 8 weeks. Daily food intake was assessed for 5 days during week 3 of the diet. Body weight was determined each week for 8 weeks. Percent weight gain (weight gain/body weight) was determined for each mouse at week 8. *N* = 8 independent mice/group for **a**, **b**, and 5 mice/group for **c**. Data are presented as mean ± SEM. **d**–**e** Independent cohorts of C57BL/6 J mice were fed chow or chow containing simvastatin for 2, 4, 8, or 16 weeks. **d** Fasting glucose and **e** area under the curve during a glucose tolerance test (GTT AUC) were determined for each cohort and are represented as mean ± SEM. The number of mice/group is indicated on bars in graphs. Data were analyzed by 2-way ANOVA, and where significant, subsequent pair-wise comparisons were performed via unpaired two-sided t-test, with significant comparisons indicated above graphs. **f** Forelimb grip strength after 8 weeks statin treatment in female and male mice, with N for each group shown on bars in graph. Grip force is measured in grams (**g**). **g** Mitochondrial content in quadriceps muscle was assessed after 8 weeks statin treatment for *N* = 5 mice/group. All bars represent mean ± SEM. Data were analyzed by 2-way ANOVA, and where significant, subsequent pair-wise comparisons were performed via unpaired two-sided t-test, with significant comparisons indicated on graphs. Source data are provided as a Source Data file.

To assess whether mice experienced muscle pain or weakness that are characteristic of statin-related myopathy, we measured grip strength in the forelimbs with a grip bar strength dynamometer. Male mice had similar grip strength force on chow and statin, but female mice experienced a 20% reduction in grip strength after 8 weeks of statin treatment (Fig. 1f). We also noted sex differences in mitochondrial content in skeletal muscle due to sex and statin treatment. Mitochondrial copy number was assessed as the relative levels of mitochondrial DNA to genomic DNA determined by qPCR^12^. Under basal chow diet, female mice had lower muscle mitochondrial DNA copy number than males, and females significantly decreased mitochondrial number further in response to statin treatment (Fig. 1g).

### Statin adverse effects in female mice are associated with reduced ω-3 fatty acid levels

To identify potential sex differences in statin metabolism, we performed metabolic profiling of liver (the primary site of statin metabolism), skeletal muscle, and plasma by mass spectrometry. Minimal effects of statin treatment on metabolite concentrations were observed in either sex in muscle or plasma (Supplementary Data 1). However, statin altered hepatic lipids and other metabolites, with key sex differences (Fig. 2a). As expected, statin-treated males and females both experienced reduced levels of hepatic cholesterol species (females had reduced free cholesterol, and males reduced cholesterol esters), and both showed trends to very modest reductions in mevalonate pathway intermediates (females reduced geranylgeranyl pyrophosphate, and males trended to reduced CoQ_10_ and farnesyl pyrophosphate) (Suppl. Fig. 2a).

**Fig. 2:**
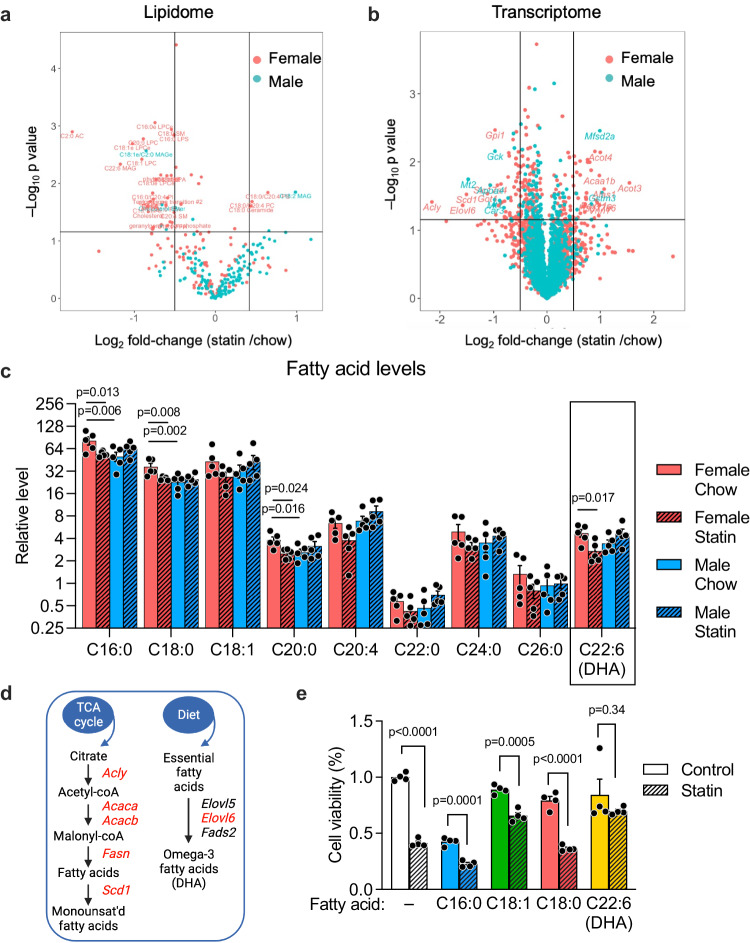
Female-biased alterations in hepatic lipidome and transcriptome after statin treatment. **a** Mass spectrometric profiling of liver lipidome in mice fed chow or chow containing statin for 4 weeks (*N* = 5/sex on each treatment). Lipid species with significant differences between statin and control diets within each sex (determined with EdgeR, nominal *p* < 0.05 without correction for multiple testing) are shown above the horizontal line of the volcano plot. The vertical lines delineate a 50% decrease (to the left) or increase (to the right) in levels in response to statin. **b** Volcano plot of RNA-seq gene expression data from liver of mice in **a**. Genes with significant differences between statin and control diets within each sex (nominal *p* < 0.05 without correction for multiple testing) are shown above the horizontal line. The vertical lines delineate 0.5-fold decrease (to the left) or increase (to the right) in mRNA levels in response to statin. **c** Relative levels of fatty acid species from mass spectrometric profiling in female and male mice fed chow without or with statin. Fatty acids are represented as number of carbons followed by number of double bonds. DHA, docosahexaenoic acid. Statistical analyses were as in Fig. 1 with *N* = 5 mice/sex on each treatment. Values represent mean ± SEM. Significance determined by unpaired two-sided t-test. **d** Pathways for synthesis of monounsaturated (left) and polyunsaturated fatty acids (right). Gene names in red exhibit reduced expression in female mice treated with statin. (Diagram was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International License.) **e** The effect of fatty acids with female-specific reductions in statin-treated mice shown in **c** on hepatocyte viability. Hepa1-6 cells were treated with BSA-conjugated fatty acids ± simvastatin for 24 hr and cell viability determined by spectrophotometric assay as reduction of a tetrazolium salt (MTT). Values represent mean ± SEM. Significance determined by unpaired two-sided t-test with *N* = 4 independent cell wells/treatment without adjustment for multiple testing. Source data are provided as a Source Data file.

We hypothesized that statin-related adverse effects are most likely associated with changes that occur within sex in response to statin. Statin treatment caused a reduction in hepatic levels of several fatty acid species exclusively in females. These included a 30% reduction in medium- and long-chain saturated and unsaturated fatty acid species (C16:0, C18:1, C20:4) and a 40% reduction in the essential ω-3 polyunsaturated fatty acid, docosahexaenoic acid (DHA, C22:6) (Fig. 2c and Supplementary Data 1). The ω-3 fatty acid eicosapentaenoic acid (EPA, C20:5) was not detectable in our liver samples. 

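Livers of C57BL/6 mice, an inbred laboratory strain, were sequenced after 4 weeks on chow or on chow with simvastatin, an inhibitor of HMG-CoA reductase in the cholesterol synthesis pathway. Each of the 4 groups (female chow, female statin, male chow, male statin) had 3 livers, 12 in all, and each liver was a different mouse. The paper's methods give the dose as 0.1 g simvastatin per kg food weight, and the labels of the deposited samples give it as 0.1 g per kg body weight; the paper's basis is used here. Poly(A) RNA was selected for the libraries, which were read from both ends and aligned to the mouse genome GRCm38. The paper's text does not name the aligner, the program that counted reads on genes or its handling of strand. The authors deposited CPM values (counts scaled to the total of each library) for all annotated genes, of which 26304 had a count in any liver, and a table of 11968 genes described as filtered and normalized by TMM, which scales libraries by a trimmed mean of log ratios. All values of the second table were whole numbers, and 0 of them differed from the reads recovered from the CPM values, of which 100% were whole reads, so the table was used as counts without normalization. Its genes were those above 1 CPM in at least 6 livers. The total count per liver was between 46066381 and 55081669 in female chow (median 50111038), between 54577887 and 60419223 in female statin (median 54694185), between 52213754 and 60048292 in male chow (median 54635671) and between 48781240 and 49516394 in male statin (median 49473441). The values here use the counts in the files. At these depths 3 counts, taken as the lowest level that can be told from 0, amounted to between 0.0497 and 0.0651 CPM, a limit that covers counting error only. The albumin gene Alb took between 5.72% and 12.7% of the counts of a liver, and TMM factors were between 0.924 and 1.05. The counts were compared with edgeR's quasi-likelihood test, two-sided, with the 4 groups in one fit, and p-values were adjusted over the 11968 genes by the Benjamini-Hochberg method. The transcript Xist, made from the inactive X chromosome, was at 214 CPM or above in every female liver and at 0.929 CPM or below in every male liver. No liver was a copy of another, since the lowest chi-square per degree of freedom between a pair of livers was 44.4. Within groups, 57.8% of the variance of the 7641 genes with a mean of at least 10 CPM lay along one axis, and across genes the weights on this axis rose with transcript length (Spearman's rho 0.517 across genes, which are not independent replicates).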

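With statin, 12 genes differed in females at an adjusted p-value under 0.05, 10 of them higher and 2 lower, and in males 0 genes did. At an unadjusted p-value under 0.05 there were 1256 genes in females and 234 in males. The difference between the sexes in their response was tested gene by gene as an interaction, which gave 0 genes at an adjusted p-value under 0.05 (lowest adjusted p = 0.0997, edgeR) and 959 at an unadjusted p-value under 0.05. For the size of the sex difference without statin, 1250 genes differed between female and male chow livers at an adjusted p-value under 0.05. DESeq2 moved the count in females most among all alternatives, to 270 genes. The 3 statin livers lay wholly above or below the 3 chow livers for 1437 genes in females (12.0%) and 951 in males (7.95%), where 10% is the share that chance gives. Livers with the same replicate number in the chow and statin groups deviated from their group means in opposite ways, with a mean correlation of -0.270 in females and -0.271 in males over 3 pairs each. With the replicate number as a block, 5 genes differed in females, 4 of them among the 12, and 0 genes differed in males or in the interaction. Acot1 (chromosome 12 of GRCm38, 84009490 to 84018371), which encodes an acyl-CoA thioesterase, rose from 13.3 ± 4.36 to 58.8 ± 17.6 TMM-normalized CPM in females (SD, n = 3), a log2 fold change of 2.14 (standard error 0.27, adjusted p = 0.0306, edgeR). Its neighbour Acot2 (83987861 to 83993873) rose by a log2 fold change of 1.66 (standard error 0.22, adjusted p = 0.0306, edgeR), and since the genes are near-identical copies the counting could have split reads between them. Rab30 on chromosome 7 (92741603 to 92844535) rose by a log2 fold change of 1.27 (standard error 0.18, adjusted p = 0.0310, edgeR). Ralgps1 had a log2 fold change of -1.40 (standard error 0.20, adjusted p = 0.0310) and Tbc1d8 of -1.20 (standard error 0.18, adjusted p = 0.0357) in females by the same edgeR test, and both overlap genes on the other strand. Cxcl1, with 29.1 ± 23.1 CPM in female chow and 3.40 ± 1.38 CPM in female statin (SD, n = 3), had a log2 fold change of -3.10 (adjusted p = 0.0683, edgeR). In males the genes with the smallest p-values among those whose chow and statin livers did not overlap were Dnajb9, Pfkfb3 and Mfsd2a among those that rose, with log2 fold changes of 0.84, 1.05 and 1.00, and Creld2, Apoa4 and Tnfaip2 among those that fell, with -0.96, -1.05 and -0.61, each at an adjusted p-value of 1.00 in edgeR. Across all genes the log2 fold changes of females and males were negatively related (Pearson's r = -0.202, Spearman's rho = -0.142, across genes, which are not independent replicates).

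**Figure D1:**
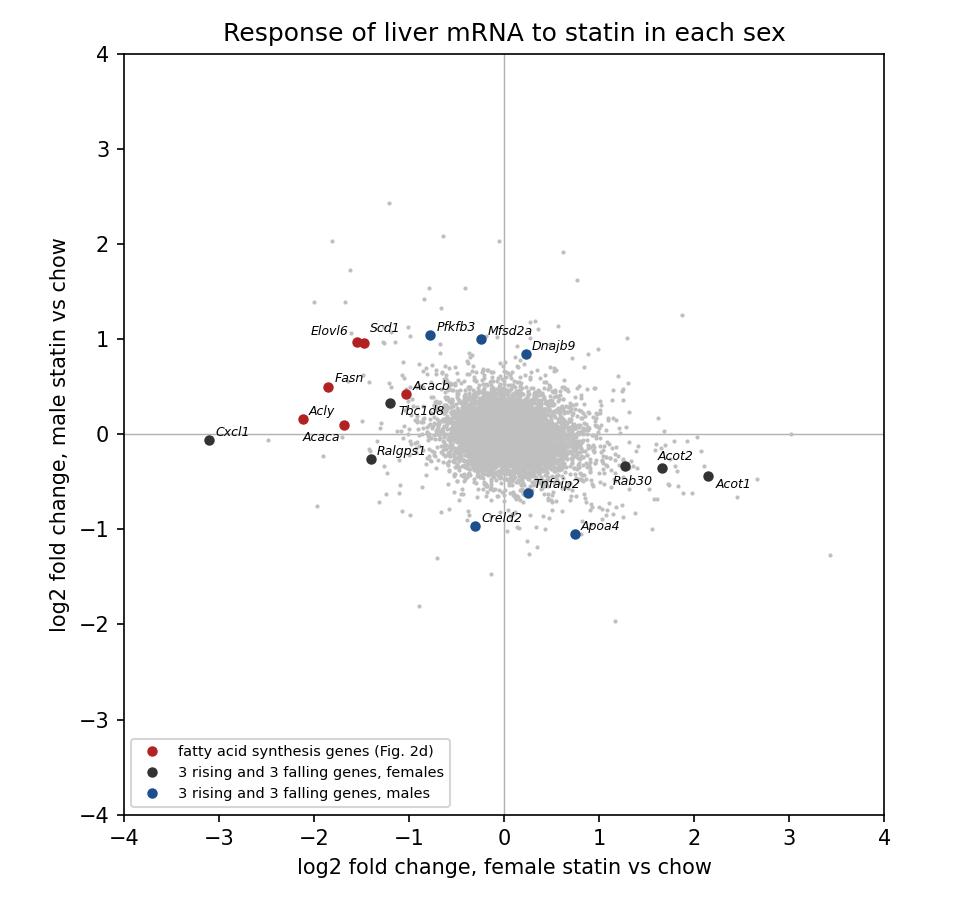
Log2 fold change with statin in females (horizontal axis) against males (vertical axis), 1 point per gene over 11968 genes, of which 2 lie beyond the axes at 4 and -4. Red points are the fatty acid synthesis genes, and dark and blue points are the 3 rising and 3 falling genes with the smallest p-values in females and in males whose statin and chow livers do not overlap; the red points lie left of 0 and at or above 0 on the vertical axis.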

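At an unadjusted p-value under 0.05, given in the legend of Fig. 2b, and a log2 fold change beyond 0.5 in either direction, where its vertical lines are drawn, 409 genes were higher and 245 lower in statin-treated females, 654 in all. In males 61 genes were higher and 64 lower, 125 in all. Testing every gene with a count, without a filter on low counts, raised these most, to 1342 genes in females and 544 in males. The lowest counts were 230 in females, with an unmoderated equal-variance test, and 41 in males, with a stricter filter on low counts. With the replicate number as a block the counts were 619 and 120. Only 27 genes passed both thresholds in both sexes, and 2 of these changed in the same direction. Of the 654 genes in females, 433 had an interaction p-value under 0.05. These genes were chosen for their change in females, which is a part of the interaction, so a high share is partly built in. The 10 genes whose names can be read in the color of females in Fig. 2b included 5 that rose and 5 that fell. For each of them the 3 statin livers lay wholly on one side of the 3 chow livers. Chance gives this for 10% of genes picked without these data. These 10 genes were labelled in the paper's plot of the same livers, so their separation is partly fixed by that choice. Among those that rose, Acot3 (chromosome 12, 84052144 to 84060402) was at 117 ± 48.0 CPM in female chow and 360 ± 92.9 CPM in female statin (SD, n = 3), a log2 fold change of 1.62 (adjusted p = 0.0938, edgeR). Acot4, which lies beside it and overlaps the same gene on the other strand, had a log2 fold change of 1.07 (adjusted p = 0.0674, edgeR), and with the block its adjusted p-value was under 0.05. Vnn1, Acaa1b and Alas1 rose by log2 fold changes of 1.04, 1.05 and 1.14. Gpi1 on chromosome 7 (34201330 to 34230336), which encodes glucose-6-phosphate isomerase, fell from 675 ± 74.2 to 357 ± 55.9 CPM (SD, n = 3), a log2 fold change of -0.92 (adjusted p = 0.0951, edgeR). In males Mfsd2a (chromosome 4, 122946850 to 122961188) rose from 66.1 ± 7.92 to 132 ± 13.0 CPM, and Mt2 (chromosome 8, 94172664 to 94173568) fell from 93.1 ± 16.8 to 33.6 ± 7.84 CPM, a log2 fold change of -1.47 with a standard error of 0.37. Car3 fell by 0.99 on the log2 scale in males, with an adjusted p-value of 1.00 in edgeR. Apoa4 and Gstm3 moved in opposite directions in the sexes. Apoa4 had log2 fold changes of 0.74 in females and -1.05 in males (interaction adjusted p = 0.172, edgeR), and Gstm3, a member of a gene family with similar sequences, -0.99 and 1.04 (interaction adjusted p = 0.319, edgeR). Over the 30 genes the paper names for mouse liver mRNA, 0 passed an adjusted p-value of 0.05 among all genes in females, in males or in the interaction. Adjusted over these 30 genes alone, 15 passed in females, 3 in males and 22 in the interaction, but the list includes the paper's own results on these livers.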

Sex-specific alterations in the hepatic transcriptome were also observed in response to statin (Fig. 2b). Female-specific reductions occurred in the expression of genes required for fatty acid synthesis (*Acly*, *Acaca*, *Acacb*, *Fasn*), for desaturation of medium-chain fatty acids (*Scd1*), and for synthesis of ω-3 fatty acids (*Elovl6*) compared to their basal expression levels (Fig. 2d, Suppl. Fig. 2b).

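Acly, on chromosome 11 of GRCm38 from 100476353 to 100528000 (29 exons), encodes ATP citrate lyase, which makes cytosolic acetyl-CoA. Its TMM-normalized level was 2129 ± 728 CPM in female chow and 491 ± 290 CPM in female statin (SD, n = 3), a log2 fold change of -2.12 (standard error 0.44, adjusted p = 0.0968, edgeR). Acaca (chromosome 11, 84129672 to 84401651, 56 exons) and Acacb (chromosome 5, 114146535 to 114250761, 53 exons) encode the acetyl-CoA carboxylases, and both overlap an annotated gene on the other strand. Acaca was at 744 ± 298 CPM in female chow and 232 ± 143 CPM in female statin (SD, n = 3), a log2 fold change of -1.68 (standard error 0.45, adjusted p = 0.187, edgeR). Acacb was at 639 ± 171 and 313 ± 230 CPM (SD, n = 3), a log2 fold change of -1.03 (standard error 0.44, adjusted p = 0.432, edgeR), and it was the one gene among the 6 whose chow and statin livers overlapped. Fasn, fatty acid synthase (chromosome 11, 120805846 to 120824547, 43 exons), was at 3730 ± 1607 and 1033 ± 762 CPM (SD, n = 3), a log2 fold change of -1.85 (standard error 0.55, adjusted p = 0.233, edgeR). Scd1, stearoyl-CoA desaturase (chromosome 19, 44394455 to 44407879, 6 exons), was at 44597 ± 8326 and 16041 ± 11871 CPM (SD, n = 3), a log2 fold change of -1.48 (standard error 0.62, adjusted p = 0.420, edgeR). Elovl6, an elongase of long-chain fatty acids (chromosome 3, 129532355 to 129638495, 5 exons), was at 1312 ± 192 and 449 ± 396 CPM (SD, n = 3), a log2 fold change of -1.55 (standard error 0.56, adjusted p = 0.333, edgeR). Elovl6 also overlaps annotated genes, Gm35986 on the other strand and Gm43072 on the same strand. On the same strand Acaca overlaps Gm37391 and Acly overlaps Mir7116. In females 0 of the 6 genes passed an adjusted p-value of 0.05, and 6 passed an unadjusted one. In males the log2 fold changes were positive for all 6 genes, from 0.10 for Acaca to 0.97 for Elovl6, each with an adjusted p-value of 1.00 in edgeR; leaving out 1 male chow liver made that of Acaca negative. The interaction of sex and statin had adjusted p-values from 0.305 for Acly to 0.573 for Acacb in edgeR. Replicate 3 of female statin had the lowest level of the female livers for each of the 6 genes, and the SD of the statin group was between 59.1% and 88.2% of its mean.

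**Figure D2:**
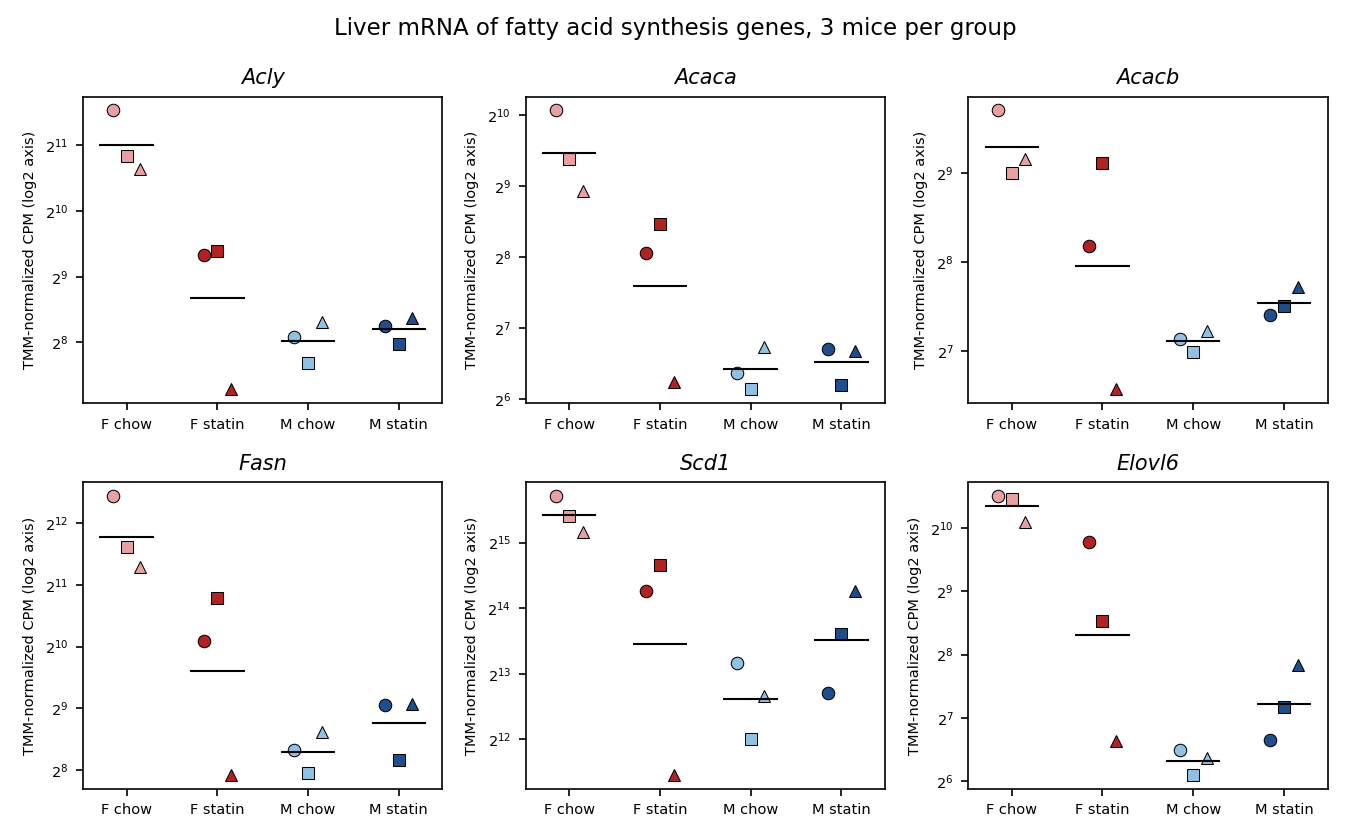
TMM-normalized CPM of each liver (log2 axis) for the 6 genes in female (F) and male (M) mice on chow or statin; circles, squares and triangles are replicates 1, 2 and 3, and the black line is the mean of the log2 levels. Female chow livers lie above all other livers except for Acacb, where 1 female statin liver lies above the lowest of them, and replicate 3 of female statin is the lowest female liver in each panel.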

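Over the 6 genes the mean log2 fold change with statin was -1.62 in females and 0.52 in males. Tested against the other genes with limma's camera test, which allows for the correlation between genes, the set had adjusted p-values of 0.0595 in females, 0.445 in males and 0.0995 for the interaction over the 20 sets tested (0.0119, 0.224 and 0.0116 before adjustment). The paper names these 6 genes for their fall in females, and some are labelled in its plot of the same livers. The p-values in females and for the interaction, here and below, are therefore partly fixed by that choice. Fixing the correlation between genes at 0.01, an alternative chosen after seeing the data, in place of the estimate (0.791 in females) moved the p-value in females most, to 2.0e-12 by camera. In males random sets matched on expression moved it most, to a permutation p of 1e-04, the smallest they can give. Averaged over the 6 genes, the log2 level per liver was 11.22 ± 0.40 in female chow, 9.27 ± 1.37 in female statin, 8.14 ± 0.28 in male chow and 8.64 ± 0.31 in male statin (SD, n = 3). The levels did not overlap between chow and statin in either sex, and an exact permutation test gave p = 0.1 in each, the smallest that 3 livers against 3 allow. When statin and chow labels were exchanged within each sex, the difference of -2.44 between the sexes in this response had an exact permutation p of 0.005, the smallest that the 400 exchanges allow. With the replicate number as a block the means were -1.68 in females, 0.54 in males and -2.22 for the interaction, and the p-values of limma's camera test before adjustment were 0.0169, 0.235 and 0.0171. In the fits that each left out 1 of the 12 livers, the mean in females lay between -2.02 and -1.15. On chow the 6 genes were higher in females than in males, with a mean log2 difference of 3.11 and adjusted p-values from 0.00157 to 0.0186 in edgeR. Elovl5 and Fads2, drawn in Fig. 2d in the pathway to omega-3 fatty acids, had log2 fold changes of -0.60 (standard error 0.30, adjusted p = 0.535, edgeR) and 0.18 (standard error 0.32, adjusted p = 0.955, edgeR) in females, and the sign for Fads2 changed without 1 of the female statin livers. The paper states that expression of the synthesis genes fell in females and not in males, and it places them in the pathways of monounsaturated and polyunsaturated fatty acids (Fig. 2d) after reporting lower levels of several fatty acid species in the livers of statin-treated females (Fig. 2c).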

Of the fatty acids reduced in statin-treated females, ω-3 fatty acid levels have previously been associated with glucose homeostasis, muscle health, reduced inflammation, and mitochondrial function^13–20^. We hypothesized that the 40% reduction in DHA levels in statin-treated females may contribute to the observed sex-biased adverse effects. In support of a role for DHA in preventing adverse statin effects, cultured mouse hepatocytes exposed to statin (10 µM simvastatin for 24 hr) had reduced viability that could be prevented by the addition of DHA, but not addition of saturated or monounsaturated fatty acids (Fig. 2e).

### Statin adverse effects in females is prevented by co-therapy with a source of ω-3 fatty acids

Our data raised the possibility that preventing a reduction in DHA levels in female mice treated with statin might diminish adverse effects. To test this hypothesis, we fed male and female mice the control or statin-containing chow and provided either fish oil (a source of ω-3 fatty acids, DHA and EPA) in coconut oil vehicle, or coconut oil vehicle alone. Lipidomic analysis of our fish and coconut oils confirmed that the fatty acid species present at higher levels in fish oil are ω-3 fatty acids (DHA, EPA, and docosapentaenoic acid, C22:5) (Suppl. Fig. 3). Fish/coconut oil dosing was performed by oral gavage 5 times/week. After 5 weeks, glucose tolerance and grip strength were determined. Fish oil co-therapy with statin protected female mice from impaired glucose tolerance (Fig. 3a) and prevented statin-induced reduction in grip strength (Fig. 3b, compare shaded yellow to shaded red bar). Fish oil had no effect on these traits in males (Fig. 3a, b, right panels).

**Fig. 3:**
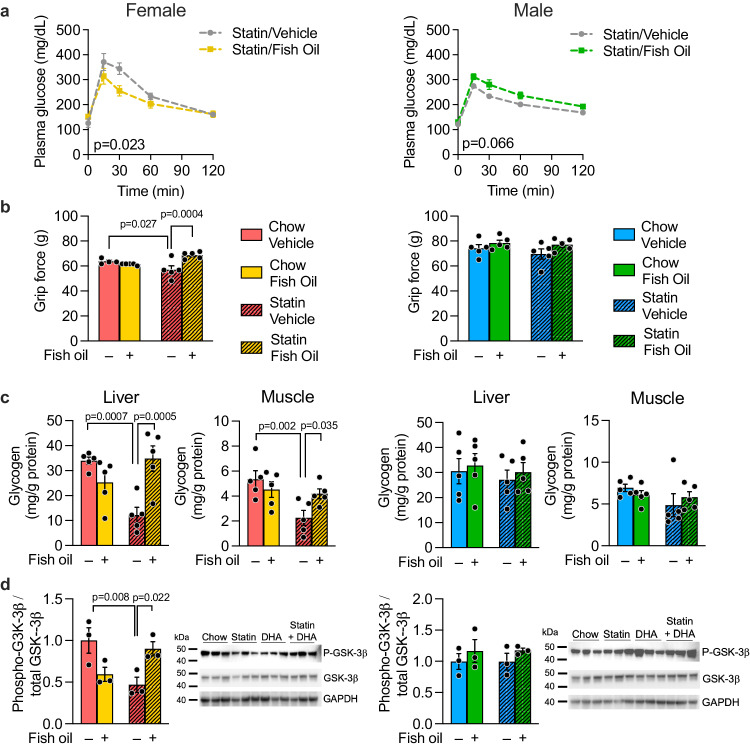
Statin co-therapy with fish oil prevents statin-induced glucose intolerance, impaired grip force, and altered tissue glycogen homeostasis in female mice. Mice were fed chow or statin-containing diet with daily administration of either coconut oil vehicle or fish oil (as a source of ω-3 fatty acids) dissolved in coconut oil vehicle. After 5 weeks, **a** glucose tolerance and **b** grip strength were measured in female and male mice (*N* = 5 mice/sex on each treatment). AUC, area under the curve for glucose tolerance test. Tissues from mice in **a**, **b** (5 mice/sex on each treatment) were used to determine **c** liver and muscle glycogen levels by biochemical assay, and **d** levels of total and phosphorylated glycogen synthase kinase−3β (GSK−3β) by immunoblot. The same blot was used sequentially for detection of phosphorylated and total GSK−3β and GAPDH. Values represent mean ± SEM. Data analyses were as in Fig. 1 with *p* values representing pair-wise two-sided t-tests following significant 2-way ANOVA. Source data are provided as a Source Data file.

To assess potential effects of statin and fish oil on glucose metabolism, we assessed glycogen content in liver and skeletal muscle. Female and male mice have similar basal levels of glycogen in liver and muscle, but only females experienced a ~50% reduction in glycogen levels in both tissues in response to statin treatment plus coconut oil vehicle (Fig. 3c, compare shaded red to solid red bars). Administration of fish oil in coconut oil vehicle prevented the decrement in hepatic and muscle glycogen levels in statin-treated females (Fig. 3c, compare shaded yellow to shaded red bars). No effects of statin or oil treatments were observed in males (Fig. 3c, right panels). The reduced glycogen levels in statin-treated females were associated with reduced phosphorylation of glycogen synthase kinase 3β, which corresponds to reduced glycogen synthesis and storage. We did not find evidence for increased hepatic gluconeogenesis or increased glycogenolysis gene expression in response to statins in either sex; in fact, females exhibited reduced expression of the gene for glycogen phosphorylase (*Pygl*), a key step in glycogenolysis, and males showed reduced expression of one isoform of phosphoglycomutase (*Pgm3*) (Suppl. Fig. 4). Our results indicate that sex-biased effects of glucose storage as tissue glycogen may contribute to sex differences in glucose homeostasis in response to statin.

### Statin treatment impairs the DHA–Nrf2–glutathione axis and mitochondrial activity in female mice

An important role for DHA is to protect against oxidative stress through Nrf2 (nuclear factor erythroid 2-related factor 2) activation and synthesis of glutathione antioxidant (Fig. 4a)^21–24^. The female-specific reduction in DHA levels led us to investigate whether the glutathione axis is compromised in statin-treated females. Glutathione is a tripeptide composed of glutamate, cysteine, and glycine that has a critical role in protecting against environmental toxins, including drugs^25^. DHA and other polyunsaturated fatty acids activate the redox-sensitive Nrf2 transcription factor to promote glutathione synthesis through expression of *Gclc* (encoding the rate-limiting enzyme in glutathione synthesis), as well as other genes involved in maintenance of cellular redox state (Fig. 4a)^24,26,27^.

**Fig. 4:**
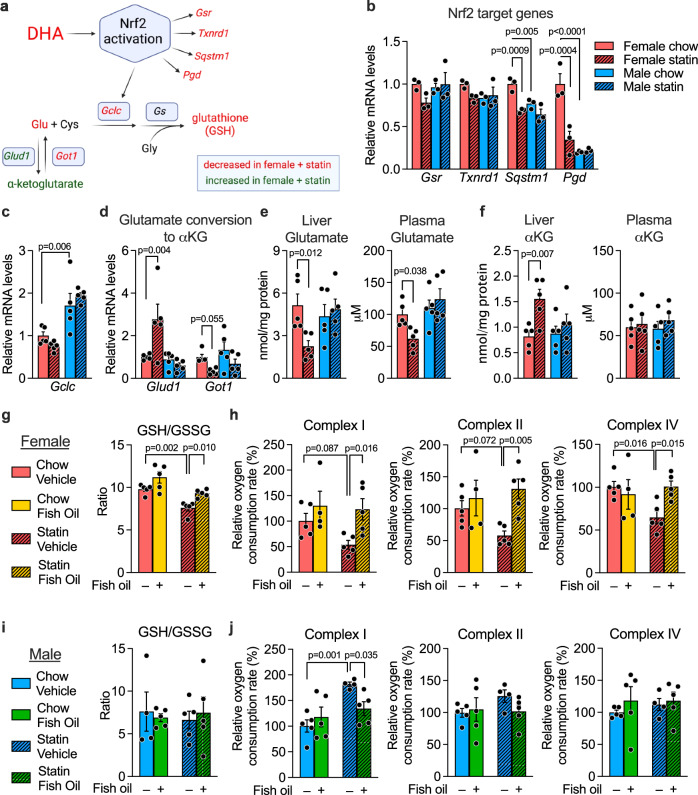
Statin impairs, and fish oil normalizes, glutathione levels and mitochondrial activity in female mice. **a** DHA promotes production of the antioxidant, glutathione, through activation of Nrf2 and regulation of its transcriptional targets, including the gene encoding the rate-limiting enzyme in glutathione biosynthesis, *Gclc*. Red text, mRNA and metabolite levels that are decreased in females in response to statin; green text, levels that are increased in females in response to statin; black text, not measured. (Diagram was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International License.) Data for components shown in red and green are provided in subsequent panels of the figure; reduced DHA levels in statin-treated females are documented in Fig. 2c. Hepatic mRNA expression levels for **b** Nrf2 target genes (*Gsr*, *Txnrd1*, *Pgd*, *Sqstm1*) (*N* = 3 mice/sex on each treatment) and **c** the glutathione synthetic gene, *Gclc* (*N* = 5 mice/sex on each treatment). **d** Expression levels for *Glud1* and *Got1*, which regulate glutamate (Glu) and α-ketoglutarate interconversion (*N* = 5 mice/sex on each treatment). **e** Glutamate and **f** α-ketoglutarate levels in liver and plasma (*N* = 5 mice/sex on each treatment). **g**–**j** Effect of statin treatment in combination with fish oil or coconut oil vehicle on glutathione levels (ratio of reduced to oxidized forms) in female (**g**) and male mice (**i**), and on activity of mitochondrial complexes I, II, and IV in female (**h**) and male liver (**j**). *N* = 5 mice/sex on each treatment. All data are represented as mean ± SEM. Significance determined by 2-way ANOVA, and where significant, subsequent pair-wise comparisons were performed via unpaired two-sided t-test. Source data are provided as a Source Data file.

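Sqstm1, Pgd, Gsr and Txnrd1 were each lower in all 3 statin-treated females than in all 3 females on chow. Chance separates the groups, in either direction, for 10% of genes picked without these data. Sqstm1 (chromosome 11 of GRCm38, 50199366 to 50210827), which overlaps the gene Mrnip on the other strand, was at 385 ± 34.6 CPM in female chow and 277 ± 21.1 CPM in female statin (SD, n = 3), a log2 fold change of -0.48 (standard error 0.14, adjusted p = 0.218, edgeR). In males its log2 fold change was -0.25 (standard error 0.14, adjusted p = 1.00, edgeR), and the interaction had adjusted p = 0.901. Pgd (chromosome 4, 149149991 to 149166771) was at 182 ± 41.4 CPM in female chow and 64.6 ± 30.3 CPM in female statin (SD, n = 3), a log2 fold change of -1.49 (standard error 0.30, adjusted p = 0.0951, edgeR). In males Pgd was at 37.8 ± 2.23 CPM on chow and 41.8 ± 5.89 CPM on statin, and the interaction had an adjusted p-value of 0.305. Adjusted over the genes the paper names alone, which include its own results on these livers, the p-values of edgeR in females were 0.00215 for Pgd and 0.0123 for Sqstm1. Gsr (chromosome 8, 33652523 to 33698163) went from 45.7 ± 3.31 to 37.2 ± 3.93 CPM, a log2 fold change of -0.30 with a standard error of 0.15 and an adjusted p-value of 0.538. Txnrd1 (chromosome 10, 82833951 to 82897712) overlaps Eid3 on the same strand and had a log2 fold change of -0.20 with a standard error of 0.14 and an adjusted p-value of 0.726. In males Gsr and Txnrd1 each had a log2 fold change of 0.06, which turned negative without male statin replicate 1. Relative to the mean of female chow, the level in female statin was 0.719 for Sqstm1, 0.355 for Pgd, 0.815 for Gsr and 0.873 for Txnrd1, and the paper's reported values in Fig. 4b are 0.687, 0.345, 0.781 and 0.835. The 12 values per gene behind Fig. 4b followed those of these livers (Pearson's r from 0.972 for Txnrd1 to 0.9997 for Pgd). The figure thus appears to show this RNA-seq, and the likeness of the ratios is no independent support. Over the 4 genes the mean log2 fold change was -0.61 in females (adjusted p = 0.0595 by limma's camera test over the sets) and 0.00 in males, and the difference between the sexes had an exact permutation p of 0.06. Since the paper shows these genes from what appear to be the same livers, these p-values are partly fixed by that choice.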

Consistent with reduced Nrf2 activation, statin-treated females had reduced expression levels of Nrf2 target genes *Sqstm1* (sequestosome 1) and *Pgd* (phosphogluconate dehydrogenase), and trends to reduced *Gsr* (glutathione reductase) and *Txnrd1* (thioredoxin reductase) (Fig. 4b). Compared to males, females also had substantially lower expression levels for the rate-limiting enzyme in glutathione synthesis, *Gclc*, under both basal and statin-treated conditions, but neither sex experienced a reduction in response to statin (Fig. 4c). Gene expression alterations in *Glud1* and *Got1* were consistent with a shift in equilibrium to reduce glutamate levels at the expense of increased α-ketoglutarate in statin-treated females (Fig. 4a, d). Consistent with the gene expression levels, liver and plasma levels of glutamate were reduced in statin-treated females (Fig. 4e), whereas liver levels of α-ketoglutarate were increased (Fig. 4f). Collectively, these findings indicate that statin reduces activation of the DHA–Nrf2–glutathione axis in females.

The reduced form of glutathione (GSH) is a critical antioxidant for maintenance of the mitochondrial redox environment^28^. Statin treatment of female mice led to a decrease in hepatic GSH levels (Suppl. Fig. 5a) and the GSH/GSSG ratio (a measure of reduced to oxidized forms of glutathione) (Fig. 4g). Females also exhibited reduced mitochondrial complex I, II, and IV activity (Fig. 4Hh compare shaded red to solid red bars). When females received fish oil in combination with statin treatment, the decrements in GSH levels and mitochondrial respiration were largely prevented (Fig. 4g, h, compare shaded red to shaded yellow bars). Male mice did not experience reductions in antioxidant levels nor mitochondrial activity with statin (Fig. 4i, j, Suppl. Fig. 5b), but rather displayed an increase in complex I activity on statin, which was normalized by fish oil co-therapy.

### XX chromosomal sex and *Kdm5c* gene dosage increase risk for statin adverse effects

We next investigated what determinants of biological sex influence susceptibility to adverse statin effects in females. Sex differences between males and females can be parsed into genetic sex (XX vs. XY chromosome complement), which is a source of gene dosage differences between males and females, and gonadal sex (ovaries vs. testes), which confers differential gonadal hormone levels in females and males. We used the Four Core Genotypes (FCG) mouse model to interrogate genetic and gonadal sex contributions. This model consists of four sex genotypes—mice with XX chromosomes and either female or male gonads, and mice with XY chromosomes and either female or male gonads^29^ (Fig. 5a). Since prescription of statins typically occurs for individuals with hypercholesterolemia, we utilized FCG mice on a C57BL/6 background that develop hypercholesterolemia on a chow diet due to genetic ablation of the apolipoprotein E (apoE) gene. The cholesterol levels for this mouse cohort are 400–600 mg/dL on a chow diet, which are reduced to ~300 mg/dL after statin treatment for 8 weeks^30^.

**Fig. 5:**
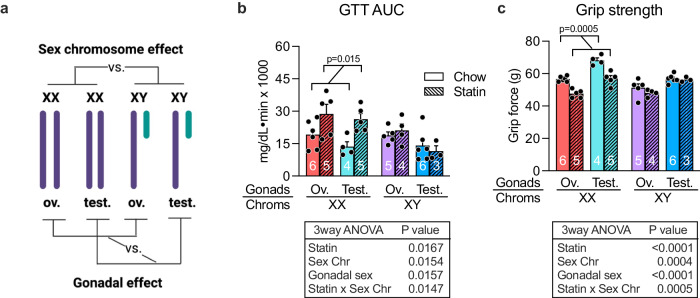
XX chromosome complement segregates with statin adverse effects in mouse. **a** The Four Core Genotypes mouse model was used to assess the relative roles of sex chromosomes and gonadal sex in statin adverse effects. The four genotypes of this model are shown with the comparisons that allow assessment of chromosome vs. gonadal effects. Ov. ovaries, Test. testes. (Diagram was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International License.) **b** Glucose tolerance test AUC (area under the curve) after 6 weeks on statin. Number of mice of each genotype and treatment are indicated on bars in graph. **c** Grip strength after 7 weeks on statin. Number of mice of each genotype and treatment are indicated on bars in graph. Values represent mean ± SEM. Results were analyzed by 3-way ANOVA with results shown in tables below graphs. Post-hoc analysis was by pairwise t-tests. Source data are provided as a Source Data file.

We evaluated statin adverse effects in the apoE-deficient FCG mice fed chow ± statin for 8 weeks. Analysis by 3-way ANOVA (gonadal sex, chromosomal sex, and statin treatment as variables) revealed that sex chromosome complement influences statin-induced impairment in glucose tolerance and grip strength. Specifically, statin treatment in mice with XX chromosomes (regardless of ovaries or testes) led to impaired glucose tolerance (increased values in Fig. 5b, red and teal bars), whereas XY mice were protected (Fig. 5b, purple and blue bars). XX mice also experienced reduced grip strength with statin treatment, whereas XY mice did not (Fig. 5c). Thus, XX chromosome complement is a risk factor for statin adverse effects.

XX chromosome complement may influence metabolism through genes that escape X-chromosome inactivation (X-escape genes) and are therefore expressed at higher levels in XX compared to XY cells^31–33^. We previously identified four X-escape genes with >40% higher expression in XX compared to XY liver^31,34^. One of these X escape genes, *Kdm5c*, encodes a histone demethylase that represses fatty acid biosynthetic gene expression^35^, including genes that we found to be reduced by statin treatment in female mice (Fig. 2d). Furthermore, KDM5C histone demethylase activity requires α-ketoglutarate as a co-factor^36^, such that the increased α-ketoglutarate levels in statin-treated females (Fig. 4f) may enhance KDM5C repression of gene expression.

We hypothesized that the higher *Kdm5c* expression levels in XX compared to XY tissues in both mice and humans^31,37,38^ may predispose to adverse statin effects on fatty acid biosynthetic gene expression, redox tone, and glucose homeostasis. To test this, we generated female mice with *Kdm5c* gene dosage reduced to a single allele (*Kdm5c*^+/–^) and determined if they are protected from statin adverse effects compared to females with the normal gene complement (*Kdm5c*^+/+^) (Fig. 6a). When treated with statin, wild-type *Kdm5c*^+/+^ female mice developed glucose intolerance as we have seen throughout our studies with female mice, but female *Kdm5c*^+/–^ mice were protected from statin-induced glucose intolerance (Fig. 6b, compare red and blue stippled bars). *Kdm5c* gene dosage did not influence grip strength. *Kdm5c*^+/–^ mice also were protected from statin-induced reduction in GSH/GSSG ratio (Fig. 6c) and impaired mitochondrial complex activity (Fig. 6d), and resisted statin-induced reduction of fatty acid gene expression levels that occur in *Kdm5c*^+/+^ mice (Fig. 6e). Thus, reducing female *Kdm5c* gene dosage to a single allele as is present in male mice prevents statin-induced impairment of glucose tolerance, redox tone, mitochondrial activity, and fatty acid gene expression.

**Fig. 6:**
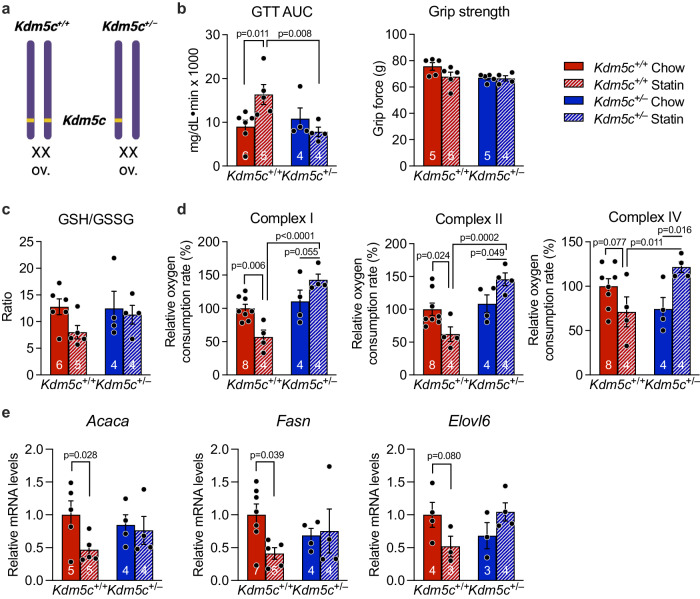
Female mice with *Kdm5c* gene dosage similar to males are protected from statin adverse effects. **a** Female XX mice carrying two (*Kdm5c*^+/+^, normal female genotype) or one *Kdm5c* gene allele (*Kdm5c*^+/–^) were characterized for statin response. (Diagram was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International License.) After 4 weeks on statin, mice were assessed for **b** glucose tolerance area under the curve and grip strength, **c** ratio of reduced to oxidized glutathione (GSH/GSSG), **d** mitochondrial complex I, II, and IV activities, and **e** fatty acid synthesis and elongase gene expression (see text for full gene names). Values represent mean ± SEM. Data analyzed by 2-way ANOVA followed by pairwise two-sided t-tests (**b**–**d**), or directly compared by pairwise t-test within genotype (**e**). Source data are provided as a Source Data file.

### Women are more susceptible than men to statin-induced decrements in DHA ω-3 fatty acid and mitochondrial complex activity

Our studies in mice indicated that sex-biased reduction in DHA levels after statin treatment is a determinant of adverse effects in females, and that fish oil complementation prevents glucose intolerance, reduced oxidative tone, and impaired mitochondrial activity. To determine relevance to humans, we assessed men and women for alterations in ω-3 fatty acid levels (DHA and EPA) in response to short-term statin treatment. Blood was collected from men and women without known cardiovascular disease or type 2 diabetes before statin administration and following 10 weeks of daily statin treatment (atorvastatin, 40 mg)^39^ (Fig. 7a). Statin treatment elicited reductions in DHA levels in women and men, but women dropped more than 50 µmol/L compared to 25 µmol/L in men (Fig. 7b). Statin treatment caused a slight decrease in EPA levels in both sexes. Only women showed an increase in glucose levels after 10 weeks of statin treatment (Fig. 7b).

**Fig. 7:**
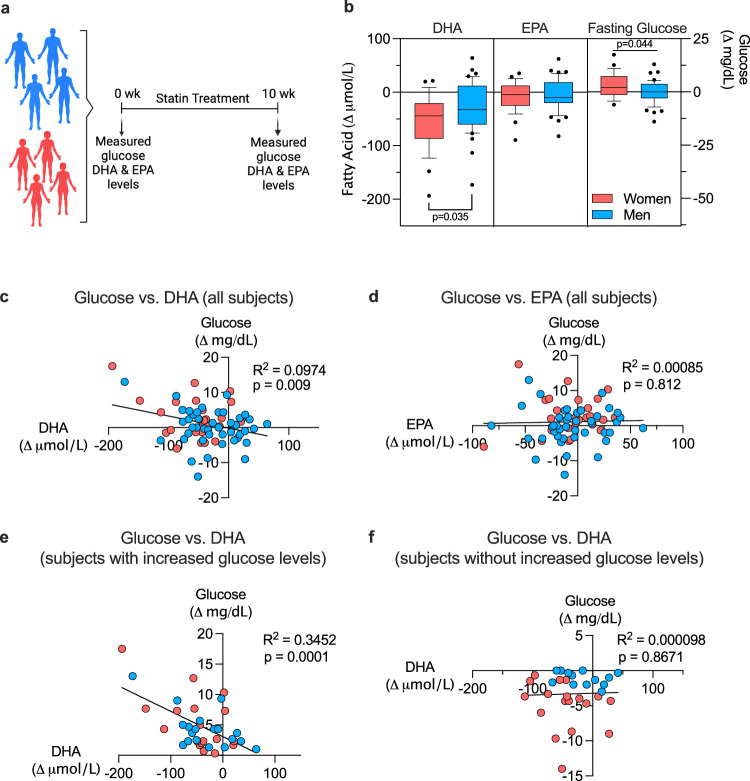
Women are more susceptible than men to statin-induced decrements in DHA levels. **a** Blood collected from statin-eligible men and women without type 2 diabetes was used to assess ω-3 fatty acid (DHA and EPA) and glucose levels before and 10 weeks after statin treatment. (Diagram was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International License.) **b** Women showed more pronounced statin-induced reduction in DHA levels, and increased glucose levels, compared to men. Data shown as box plots with median (center line) and 10th and 90th percentile indicated; significance between sexes determined by unpaired two-sided t-test (*N* = 26 women and *N* = 43 men). **c**, **d** Regression analysis of DHA or EPA levels vs. glucose levels in all subjects from **b** was performed using Prism v10.0. **e**, **f** Regression analysis of DHA or EPA vs. glucose levels for individuals that reduced fatty acid levels in response to statin treatment (*N* = 18 women and *N* = 19 men) was performed using Prism v10.0. Source data are provided as a Source Data file.

Analysis of all individuals in the study showed a weak but significant correlation between statin-induced decrement in DHA levels and increased glucose levels (Fig. 7c), while no significant correlation was detected between EPA and glucose levels (Fig. 7d). Analysis of only individuals who experienced a decrease in DHA levels in response to statin revealed a stronger correlation between decrement in DHA and increased glucose levels (Fig. 7e), with no relationship between EPA and glucose levels (Fig. 7f).

To determine whether the impaired mitochondrial activity noted in statin-treated female mice is replicated in humans, we utilized patient-derived induced pluripotent stem cells (iPSC) from individuals who were susceptible or resistant to statin-induced new-onset diabetes (NOD) (Fig. 8a). Information was obtained from electronic medical records to identify statin NOD cases and statin-resistant controls. NOD cases had at least two of the following clinical indicators of diabetes arising during statin treatment: elevated fasting glucose levels (>126 mg/dL), diagnosis of diabetes during statin treatment, or first prescription of anti-diabetic drugs during statin treatment. Control subjects experienced none of these indicators of NOD. Prior to statin initiation, NOD cases and controls both had normal fasting glucose measures (<110 mg/dL). iPSCs were derived from CD34+ peripheral blood mononuclear cells by reprogramming with Yamanaka factors; representative iPSC lines were validated for karyotype and expression of pluripotent markers^40^.

**Fig. 8:**
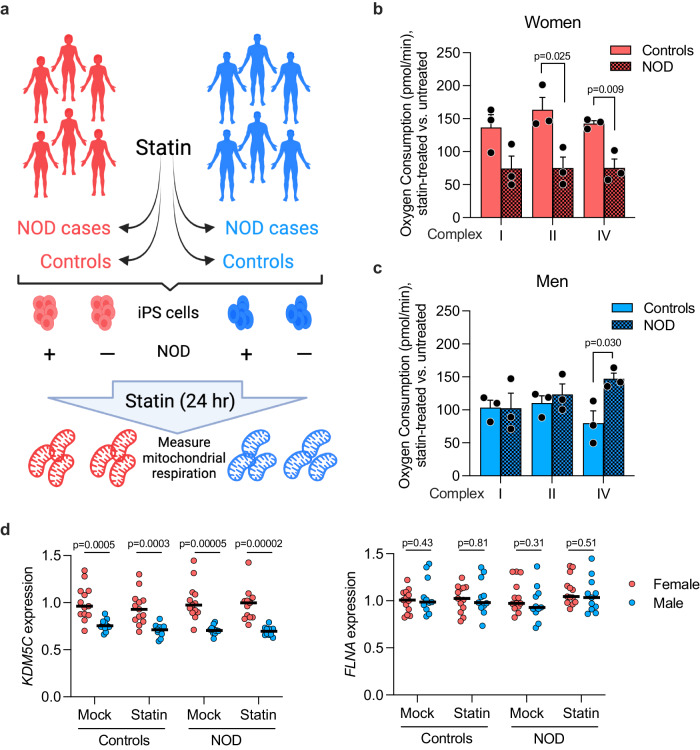
Impaired mitochondrial respiration in patient-derived iPSCs from women with statin new-onset diabetes (NOD). **a** iPSCs were programmed from peripheral blood mononuclear cells obtained from men and women with documented diabetes development (NOD cases) or resistance (controls) during statin use. iPSCs were cultured ± statin for 24 hr and frozen. (Diagram was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International License.) Mitochondrial respirometry was performed on all samples in parallel using methodology for frozen samples (see Methods). Mitochondrial complex I, II, and IV respiration in NOD case and control **b** women and **c** men. Values represent mean ± SEM. Significance determined by unpaired two-sided t-test between control and NOD individuals with *N* = 3/sex in each disease status. **d** Mean gene expression levels in iPSCs from men and women control and NOD subjects treated ± statin for 24 hr. *KDM5C* is an X-escape gene that is expressed at higher levels in females compared to males. *FLNA* is an X chromosome gene that undergoes silencing due to X inactivation and is expressed at similar levels in females and males. Significance determined by unpaired two-sided t-test between sexes within disease status and treatment (not adjusted for multiple comparisons). *N* = 13 women and *N* = 11 men. Source data are provided as a Source Data file.

We treated cultured iPSC lines (*n* = 3 independent lines per sex and disease status) with statin for 24 hr, and performed respirometry on all cell lines simultaneously. We utilized atorvastatin for these studies as we have determined that it produces a robust transcriptional response of genes in the mevalonate pathway in cultured iPSCs at lower concentration than simvastatin. We assessed response of each patient cell line in the presence of statin compared to the absence of statin. Statin treatment impaired complex I, II, and IV activity in cells from women NOD cases compared to controls (Fig. 8b), consistent with our observations in female mice that experience statin adverse effects. This effect was not observed in cell lines from men (Fig. 8c), consistent with our observations in male mice. These results suggest that mechanisms underlying statin-associated NOD in women and men may differ.

As in the mouse, human female tissues express *KDM5C* at higher levels than males^37^. This property is also evident in iPSCs derived from women and men in our study. This is true regardless of statin treatment or NOD status (Fig. 8d). By contrast, the majority of X chromosome genes show similar expression levels in iPSCs derived from women and men (a representative gene, *FLNA*, is shown in Fig. 8d).

## Discussion

Statins remain the most commonly used drug to lower plasma cholesterol levels and reduce the risk of coronary heart disease. Adverse effects experienced by some statin users are a deterrent to continued use, leading to reduced protection from cardiovascular disease. Previous studies have identified genetic variants that influence susceptibility to statin adverse effects in genes encoding the target of statin action (*HMGCR*, HMG-CoA reductase), a statin transporter (*SLCO1B1* organic anion transporter), and enzymes that metabolize statin for elimination (*ABCB1* transporter and *CYP3A* and *CYP2D6* cytochrome P450 genes)^41–43^. Previous work has also implicated statin-induced reductions in the levels of HMG-CoA pathway lipid intermediates, including coenzyme Q and isoprenoid groups (*e.g*., farnesol and geranylgeraniol) that covalently modify specific proteins^2,44^. However, these genetic variants and biochemical mechanisms have not been related to differences in statin adverse effects between males and females.

We exploited multiple mouse models and human cohorts to assess sex differences in statin adverse effects and to identify molecular and genetic mechanisms (Suppl. Fig. 6). Our findings indicate that female C57BL/6 J mice have impaired glucose tolerance and muscle grip strength after short-term statin treatment, whereas male mice on the same genetic background resist these adverse effects. Our findings further reveal that female sex interacts with statin treatment to reduce hepatic levels of the ω-3 fatty acid DHA, reduce cellular redox tone, and impair mitochondrial electron transport complex activity. The decrement of DHA as a contributor to sex-biased adverse statin response was supported by the demonstration that adverse physiological and biochemical statin effects are prevented in female mice by supplementation with fish oil as a source of ω-3 fatty acids. Our data indicate that statin adverse effects in female mice are also associated with a reduction in glutathione levels. It has previously been shown that abnormal glutathione redox status leads to reduced mitochondrial complex I activity^45,46^ and to reduced insulin sensitivity^47–49^.

At the genetic level, our studies demonstrated that XX sex chromosome complement promotes risk for statin adverse effects compared to XY chromosome complement, regardless of the presence of ovaries or testes. The role of X chromosome dosage as a determinant of sex differences has been shown for conditions such as obesity, autoimmunity, and neurodegeneration^31–33^. The current studies extend the impact of X chromosome dosage to include response to statin. We further determined that female dosage of a specific X chromosome gene, *Kdm5c*, promotes adverse statin effects; we could make female mice resistant by reducing the female *Kdm5c* gene dosage from two (*Kdm5c*^+/+^) to one allele (*Kdm5c*^+/–^). Our previous studies have shown that the tissue levels of KDM5C protein in *Kdm5c*^+/–^ mice are about 40% of those in wild-type females^31^. We note that the tissues of *Kdm5c*^+/–^ mice contain a mixture of two types of cells: cells in which the nonfunctional allele is on the inactivated X chromosome (and *Kdm5c* expression therefore occurs from a single normal allele), and cells in which the nonfunctional allele is on the active X chromosome (such that *Kdm5c* expression derives from the escape from inactivation on the X). Future studies that examine the transcriptome of *Kdm5c*^+/–^ mice at the single cell level will be interesting to identify statin influence on gene expression in individual cells with different levels of *Kdm5c* expression.

The *Kdm5c* gene represents a genetic modifier of statin response, and will be the topic of future investigations. For example, tissue-specific modulation of *Kdm5c* dosage will be useful to zero in on the key tissue(s) that initiate statin NOD. Given the molecular function of KDM5C as a histone demethylase, we hypothesize that sex differences in epigenetic regulation of specific genomic targets contribute to the female-biased effects of statin. Identification of KDM5C-mediated histone modifications that are altered by statin may identify additional genes that influence statin adverse effects.

Our results in the mouse were reinforced by findings that women experience more severe reductions than men in DHA levels after short-term (10 week) statin administration, and that DHA reduction was correlated with increases in fasting glucose levels. The statin-induced reduction in DHA without reduction in the ω-3 fatty acid EPA that we observed is consistent with a previous study in a small Japanese cohort^50^; however, results in that study were not stratified by sex. There is a dearth of studies that include women, so data are limited, but there is evidence that females in particular experience beneficial effects of ω-3 fatty acids on glucose metabolism. For example, ω-3 fatty acid supplementation improves fasting glucose levels in women with polycystic ovary syndrome, and glucose tolerance in female, but not male, adolescents with obesity^51,52^. Additional translation of our findings in mouse to humans was achieved by demonstrating that iPSCs derived from women who developed NOD exhibited impaired mitochondrial complex activity when treated with statin, as we observed in female mice. We note that studies with patient-derived iPS cells were performed with atorvastatin, whereas in vivo studies were performed with simvastatin. Both statins are known to promote NOD in susceptible individuals; we selected atorvastatin for our studies because it is effective in cultured cells at a lower concentration, most likely because it is administered in its active form, whereas simvastatin is introduced as an inactive lactone derivative.

Our studies with mice and with cultured human cells allow us to assign biological sex distinct from gender as a key component of increased female susceptibility to statin adverse effects. We note that gender may also influence the development and detection of NOD through effects on adherence to statin use, diet, physical activity, and likelihood of seeking medical attention for NOD. Our findings also suggest potential biomarkers for statin adverse effects (reduced DHA levels, glutathione levels, and mitochondrial function) and identify a candidate gene (*KDM5C*) whose expression levels influence development of adverse effects. Finally, our findings suggest a major role for altered ω-3 fatty acid metabolism in the pathogenesis of statin-induced NOD and myopathy, and raise the possibility that supplementation with DHA may be of value in ameliorating or preventing these adverse effects.

## Methods

### Ethics statement

Animal studies were performed under approval from the UCLA Institutional Animal Care and Use Committee (protocol ARC 2006-161). Studies of human blood samples were performed with approval of the Stanford University Institutional Review Board (IRB 33347). Human iPSCs were generated under approval of the Kaiser Permanente of Northern California Institutional Review Board (IRBNet 1277833-16) and UCSF Benioff Children’s Hospital Oakland Institutional Review Board (IRB #2015-018). Individuals of both sexes were recruited for all studies.

### Mouse strains

Male and female C57BL/6 J mice were obtained from The Jackson Laboratory (Bar Harbor, ME). C57BL/6 Four Core Genotypes mice with *Apoe* deficiency were described previously^53^ and were bred in-house as described for standard Four Core Genotypes mice. *Kdm5c*^+/+^ and *Kdm5c*^+/−^ were on a C57BL/6 background (floxed mice were originally backcrossed to C57BL/6 J for 11 generations and then crossed to E2a-Cre transgenic mice)^31^. Male mice with global hemizygous *Kdm5c* deficiency (*Kdm5c*^−/Y^) were not recovered and thus only female mice with reduced *Kdm5c* gene dosage were studied. Genotyping primers for Four Core Genotypes *Apoe*^–/–^ and *Kdm5c* mice are provided in Supplementary Table 1. Mice were maintained on a 12 h light/dark cycle with an ambient temperature of 21–22 °C and humidity of 50–60%. All animal studies were approved by the UCLA Institutional Animal Care and Use Committee.

### Administration of statin and fish oil to mice

From weaning, all mice were maintained on standard mouse chow provided by our institutional Department of Laboratory Medicine. At 8–10 weeks, mouse cohorts were divided into animals receiving chow diet alone (diet D1001 containing 10 kcal% fat, 20 kcal% protein and 70 kcal% carbohydrate; Research Diets, New Brunswick, NJ) or the identical chow containing simvastatin (0.1 g/Kg food weight in mouse chow, formulation D11060903i, Research Diets) similar to previous reports^54–58^. A simvastatin dose of 0.1 g/Kg in mouse is similar to 80 mg/day in humans based on the FDA conversion factor of 12.3 for “human equivalent dose” in a mouse. Thus, 80 mg per 60 Kg human = 1.3 mg/Kg. A dose of 0.1 mg/g (i.e., 0.1 g/Kg) for a 25 g mouse that eats 4 grams per day = 0.4 mg/25 g body weight = 16 mg/Kg. Finally, 16 mg/Kg/12.3 (FDA conversion factor) = 1.3 mg/Kg.

For studies of ω-3 fatty acid co-therapy, fish oil dose was determined by metabolic rate adjustment of a human high-dose ω-3 fatty acid regimen^59,60^. Mice fed chow or statin diets for 5 weeks were gavaged with a 10 µL/g bolus of coconut oil vehicle (Natural Source, New York, NY) or mixture of fish oil (Nordic Naturals, Watsonville, CA) and coconut oil (1:4), resulting in supply of 250 mg/Kg of DHA and 372.5 mg/Kg of EPA. Oral gavage was performed with 20 gauge plastic feeding tubes (FTP-20-30, Instech Laboratories, Plymouth Meeting, PA) 5 days/week.

### Glucose tolerance and grip strength measurements

Mice were fasted 5 hr (0800–1300) and a blood sample collected to determine fasting glucose levels. To assess glucose tolerance, mice were then injected intraperitoneally with glucose (2 g/Kg body weight) and blood samples collected via tail nick at 30, 60, 120, and 180 min. Glucose determinations were made with an AlphaTRAK glucometer (Zoetis, Parsippany, NJ). Glucose tolerance area under the curve (AUC) was determined using trapezoidal analysis of blood glucose values as described^61^. Plasma insulin levels were determined with a Mouse Ultrasensitive Insulin ELISA kit (ALPCO, Salem, NH). HOMA-IR was calculated as described^31^.

Grip strength was measured in studies in Fig. 1 by spring-scale dynamometer (model 8261-M, Ohaus, Parsippany, NJ). Subsequent studies in Figs. 3, 5, 6 were performed with a grip strength apparatus that we constructed with an Arduino microcontroller that interfaces with OSX/Windows operating system^62^. The two methods gave slightly different absolute force measurements, but data obtained within each experiment are internally comparable.

### Mitochondrial DNA quantitation, RNA-sequencing, and qPCR

RNA was isolated from snap-frozen liver samples with TRIzol (Thermo Fisher Scientific). Reverse transcription was performed with iScript and qPCR with SsoAdvanced SYBR Green Supermix (Bio-Rad, Hercules, CA) using primers in Supplementary Table 1 and Bio-Rad CFX Maestro v1.1 software. For mitochondrial DNA quantitation, cellular DNA was isolated by phenol/chloroform extraction followed by ethanol precipitation to recover both genomic and mitochondrial DNA. Mitochondrial DNA was quantitated by qPCR of the mitochondrial D-Loop region (primers aatctaccatcctccgtgaaacc and tcagtttagctacccccaagtttaa) and normalized to genomic DNA, which was quantitated by qPCR of the *Tert* gene (primers ctagctcatgtgtcaagaccctctt and gccagcacgtttctctcgtt)^12^.

RNA-seq was performed as described previously^30^ on *n* = 3 livers from female and male C57BL/6 mice each fed chow or chow-statin diets for 4 weeks. RNA-seq libraries were generated as we have previously^31^ with a workflow consisting of poly (A) RNA selection, RNA fragmentation, oligo(dT) priming and cDNA synthesis, adaptor ligation to double-stranded DNA, strand selection and PCR amplification to generate final libraries. Following quantitation (Qubit) and quality-check (4200 TapeStation, Agilent), index adaptors were used to multiplex samples. Sequencing was performed at the UCLA Technology Center for Genomics & Bioinformatics on a NovaSeq 600 sequencer to obtain 50 bp paired-end reads. The average read depth was 18 × 10^6^ reads/sample, with 85% of reads aligning uniquely to the genome (GRCm38.97). Differential expression was identified by EdgeR v. 3.28.1 (adjusted *p* < 0.05)^63^. Pathway analysis for differentially expressed genes was performed with Enrichr^64^. Volcano plots were generated with ggplot2 v.3.3.6.

### Metabolomic analyses

Nonpolar lipid metabolites were quantified in mouse liver, blood, and quadriceps muscle extracts as previously^65^. Livers were extracted in chloroform:methanol:PBS with inclusion of internal standards C12:0 dodecylglycerol (10 nmol) and penta-decanoic acid (10 nmol). Organic and aqueous layers were separated, and the aqueous layer was acidified [for detection of metabolites such as lysophosphatidic acid (LPA) and LPA-ether (LPAe)], followed by re-extraction with chloroform. The organic layers were combined, dried down, and analyzed by both single-reaction monitoring (SRM)-based LC-MS/MS as described^65^. Metabolites were quantified by integrating the area under the peak and were normalized to internal standard values and then levels from statin-treated animals were expressed as relative levels compared with control animals.

### Fatty acid treatment and cell viability assays

Hepa1-6 mouse hepatocytes (ATCC CRL-1830) were cultured in Dulbecco’s Modified Eagle’s medium supplemented with 10% fetal bovine serum until they reached 70% confluence. Cells were then treated with fatty acids conjugated with fatty acid-poor bovine serum albumin (BSA, Fraction V, #10775835001, Millipore sigma). Fatty acid treatment was with 100 µM palmitate (C16:0; #P0500, Millipore Sigma), oleate (C18:1; ##O1383), stearate (16:0; #175366), or 2 µM DHA (C22:6; #PHR1788-1G) in the absence or presence of 10 µM simvastatin. After 24 hr, cell viability was assessed using a colorimetric MTT assay kit (#CT02, Millipore Sigma) as directed by the manufacturer.

### Biochemical measurements

Plasma glutamate, α-ketoglutarate, and glutathione levels were assayed using enzymatic kits (Glutamate Assay Kit, MAK004-1KT, Millipore Sigma; α-Ketoglutarate Assay Kit, MAK054-1KT, Millipore Sigma; Glutathione Assay Kit, #703002, Cayman Chemical) according to the manufacturer’s instructions. Prior to glutamate or α-ketoglutarate assays, plasma was deproteinated using a Microcon-10kDa centrifugal filter unit (#MRCPRT010, Millipore Sigma). For glutathione (GSH) assays, plasma was deproteinated using MPA reagent (metaphosphoric acid, 1 g/ml; #239275, Millipore Sigma) and TEAM reagent (triethanolamine, #T58300, Millipore Sigma). Direct assessment of deproteinated samples provided reduced glutathione (GSH) levels. To assay levels of the oxidized form of glutathione (GSSG), GSH in deproteinated samples was derivatized with 2-vinylpyridine (#13229-2, Millipore Sigma) prior to assessment. To assay glutamate, α-ketoglutarate, and glutathione in liver, homogenates were prepared in ice-cold buffer specific for the component being analyzed. Buffer was provided in the Glutamate Assay Kit (for glutamate assessment), in the α-ketoglutarate assay kit (for α-KG assessment), or was 50 mM 2-(N-morpholino)ethanesulfonic acid (MES) buffer (pH6) with 1 mM EDTA (for glutathione assays)^66–68^. Samples were deproteinated and assayed as described above for plasma samples.

Glycogen levels were determined from 50 mg pieces of mouse liver or quadriceps muscle. Extracts were prepared by homogenizing tissue in a Dounce homogenizer in the presence of protease inhibitors (#1183617001, Millipore Sigma), followed by centrifugation at 88 × g for 10 min at 4 °C. Protein concentration in the supernatant was determined using the Pierce BCA kit (#23227, ThermoFisher Scientific). Protein samples were diluted 1:20 for liver and 1:3 for muscle and glycogen determined as specified by the manufacturer using a kit from Cayman Chemicals (#700480).

Total and phosphorylated glycogen synthase kinase (GSK) 3β protein levels were determined by immunoblot using antibodies (1:1000 dilution) that recognize phospho-GSK-3β Ser9 (Cell Signaling Technology rabbit polyclonal antibody #9336, lot 14) or total GSK-3β protein (Cell Signaling Technology monoclonal antibody #9315, clone 27C10). GAPDH protein was detected as a loading control using antibody from GeneTex (#GTX100118, rabbit polyclonal at 1:5000 dilution).

### Mitochondrial respiration assays

Mitochondrial respirometry was performed using homogenates of frozen liver with cytochrome C reconstitution as described^69,70^. This method allows the assessment of complex I, II, and IV activities. Briefly, homogenates were prepared in MAS buffer (70 mM sucrose, 220 mM mannitol, 5 mM KH_2_PO_4_, 5 mMgCl_2_, 1 mM EGTA, 2 mM HEPES, pH7.4) in a Dounce homogenizer, cleared by centrifugation (1000 g for 10 min, 4 °C), and the final supernatant was collected and protein quantified with Bio-Rad Protein Assay (Hercules, CA). Respirometry studies to detect Complex I, Complex II, and Complex IV activity were performed with a Seahorse XF96 analyzer (Agilent Technologies, Santa Clara, CA) in MAS buffer containing 10 µg/ml cytochrome C. Substrate injections were: Port A)—pyruvate + malate (5 mM each) for Complex I, 5 mM succinate (Complex II), or 5 mM rotenone (Complex IV); Port B— 2 µM rotenone + 4 µM antimycin; Port C—0.5 mM TMPD (tetramethyl phenylene diamine) + 1 mM ascorbic acid; and Port D—50 mM azide. Data were collected and analyzed with Seahorse XF96 Analyzer v1.4.2 (Agilent).

### Human blood samples

Samples assessed here were collected previously^39^. Written informed consent obtained for these samples allowed their use in subsequent studies; studies were approved by the Stanford University Institutional Review Board (IRB 33347). Briefly, volunteers who were eligible for statin therapy for cardiovascular disease prevention and did not have type 2 diabetes, statin intolerance, or other exclusion criteria [detailed in ref. ^39^] provided written informed consent. Data from these subjects was previously published demonstrating that atorvastatin treatment for 10 weeks increased insulin resistance in individuals without type 2 diabetes^39^, but no assessments of ω-3 fatty acids nor sex stratification were performed in the previous study. For data presented here, ω-3 fatty acids DHA and EPA were assessed in blood samples obtained at week 0 and at week 10 of atorvastatin treatment in 70 subjects (44 men and 26 women). DHA and EPA levels were determined using the Serum Comprehensive Fatty Acid Panel (C8–C26), which employs gas chromatography/tandem mass spectrometry (Quest Diagnostic Nichols Institute, San Juan Capistrano, CA). Glucose levels in these samples were previously determined^39^.

### Patient-derived iPSCs

We used electronic health records from Kaiser Permanente of Northern California (KPNC) to identify statin users who developed new-onset diabetes (NOD) and controls who did not develop NOD (Supplementary Table 2). NOD cases were defined as those who had their first statin (simvastatin, lovastatin, atorvastatin, pravastatin, rosuvastatin, or pitavastatin) prescription at age 40–75, and documented continuous statin use for 3 years (Supplementary Data 2). Continuous statin use was defined as having greater than eight 30-day prescription refills per year or greater than three 90-day prescription refills per year. Individuals prescribed statin combinations were excluded.

Individuals with evidence of diabetes prior to the date of the first statin prescription or within the first 3 months after the start of statin use were excluded (Supplementary Data 2). Evidence of diabetes included either (i) diabetes diagnosis based on ICD9 codes for type 1, 2 or gestational diabetes or (ii) prescription for glucose lowering drugs (alpha-glucosidase inhibitors, dipeptidyl peptidase-4 inhibitors, meglitinides, sulfonylureas, biguanides, and thiazolidinediones) and insulin. In addition, individuals with prescriptions for glucose raising drugs, such as oral corticosteroids or with ICD9/CPT codes for bariatric surgery, in the 3 years prior to start of statin treatment, through the 3 years after the start of statin treatment were excluded.

To ensure that subjects were not diabetic prior to the start of statin treatment, they were required to have at least two fasting glucose (FG) measures of 50–110 mg/dL and within 30 mg/dL of each other. Subjects with an outpatient FG measure ≥ 126 mg/dL within the first 3 months after the start of statin treatment were excluded. FG values < 30 mg/dL or >600 mg/dL were also excluded. Subjects who developed NOD in the 3 years after statin initiation were identified and recruited, with diabetes defined as two or more of the following diagnostic elements: (1) FG ≥ 126 mg/dL, (2) diabetes ICD9 code, and/or (3) prescription of a glucose lowering drug (Supplementary Data 2).

Controls were defined as statin users with normal glycemia (all FG values of 50–110 mg/dL) in the 3 years prior to statin initiation and during the first 5 years on-treatment with evidence of continuous statin prescription. Individuals with a diabetes ICD code or use of glucose-modifying drug during the 8 year window were excluded. Blood samples were drawn from identified NOD cases and controls, with clinical and demographic information shown in Supplementary Data 2. Written informed consent was obtained from all study subjects and studies were performed with approval from the Institutional Review Boards at Kaiser Permanente Northern California and the UCSF Benioff Children’s Hospitals.

Patient-derived iPSCs were prepared from the participants (Supplementary Data 2). Briefly, iPSCs were reprogrammed from CD34^+^ peripheral blood mononuclear cells (PBMCs), and authenticated as previously described^40^. Cells were cultured in mTESR1 media at 37 °C at 5% CO_2_ and passaged using accutase (Stemcell Technologies, Cat. # 07920) and media supplemented with Y-27632 2HCl (ROCK) inhibitor (Selleckchem, Cat. # S1049; 10 µM working stock). Cells were incubated with either 250  μM atorvastatin (Sigma-Aldrich #189291) dissolved in ethanol or mock buffer (ethanol only) for 24 h, after which cells were washed with PBS and flash frozen. Mitochondrial respiration was determined as described^69,70^ and detailed under “Mitochondrial respiration assays.”

### Statistics

Statistical tests were performed using Prism v10.0 (GraphPad Software, San Diego, CA) and are indicated in figure legends. In general, in studies with four groups (as in Fig. 1), data were first analyzed by 2-way ANOVA. For analysis of studies with Four Core Genotypes mice on control and statin diets for a total of 8 groups (Fig. 5), groups were compared with three-factor ANOVA with main factors of sex chromosome complement (XX vs. XY), gonadal sex (ovaries vs. testes), and treatment (chow vs. statin). When two-way or three-way ANOVA analyses were significant (*p* < 0.05), subsequent relevant pairwise analyses were performed with unpaired two-sided Student’s *t* test, and results of these pairwise comparisons are shown as *p* values in Figures. Error bars represent SEM. Statistical analysis of RNA-seq data is described in the Methods section.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Reporting Summary

### Source data

Source Data

## Data Availability

Source data are provided with this paper for Figs. 1–8 and Suppl. Figs. 1–5. The RNA-seq data associated with Fig. 2 have been deposited in GEO (GSE184588). Lipidomics data associated with Fig. 2 have been deposited in MetaboLights (MTBLS9677) and are also provided in Supplementary Table 1. Any additional information is available upon request to the corresponding author (Karen Reue, ). Source data are provided with this paper.

# Supplementary material for: X chromosome dosage drives statin-induced dysglycemia and mitochondrial dysfunction
**Source:** Nat Commun. 2024 Jul 2;15:5571. doi: 10.1038/s41467-024-49764-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **DESCRIPTION OF ADDITIONAL SUPPLEMENTARY FILES DOCUMENT**

**Supplementary Data 1** - Metabolomics data in Excel

**Supplementary Data 2** - iPSC origin tables

How the deposited data were processed for this re-analysis (not part of the article)

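RNA from the livers of female and male C57BL/6 mice fed chow or chow with simvastatin for 4 weeks was sequenced, with 3 livers in each of the 4 groups. The authors deposited raw counts per gene in a table described as filtered and TMM-normalized, whose values are whole reads, and CPM values (each count divided by the total count of its liver and scaled), which they computed before any filter. The authors aligned the reads to GRCm38 and counted them on genes, and they kept the genes above 1 CPM in at least 6 livers, a filter that was checked on the deposited values. The analysis set before the data were examined was limma on the log2 scale, because the table was described as normalized. Since it holds raw counts, edgeR 4.0.16 was used for the main results, and limma 3.58.1 became an alternative. This is the one departure from that plan; the alternatives said to be chosen after seeing the data are the others added later.

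The counts of 11968 genes were fitted with edgeR's quasi-likelihood model (TMM normalization, common dispersion 0.0380, prior degrees of freedom 4.14) with all 12 livers and 4 groups in one fit and no covariate. The comparisons were statin against chow within each sex, the interaction of sex and statin, and female against male on chow. Tests are two-sided, p-values were adjusted by the Benjamini-Hochberg method, and a standard error is the absolute log2 fold change divided by the square root of the F statistic. Levels are TMM-normalized CPM with the SD of 3 livers. Gene sets written before the values were read were tested with limma's camera test with the correlation between genes estimated from the data, and per-liver means of log2(CPM + 1) with exact permutation tests (20 splits within a sex, 400 exchanges for the interaction). Sets taken from the paper's results, such as the fatty acid synthesis and Fig. 4b genes, are not independent of these livers. Gene positions and overlaps are from the GENCODE vM21 annotation of GRCm38, and the authors name another release. R 4.3.3, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used, with the seed 7.

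The genes named are those the paper names for mouse liver mRNA, the 3 rising and 3 falling genes with the smallest p-values in females, in males and in the interaction (in females and males among genes whose statin and chow livers do not overlap), and members of the gene sets; not every gene or set under this rule is reported here. The replicate numbers come from the order of the livers in the labels; same-numbered livers are different mice. Over all 18 same-numbered pairs across groups the mean correlation of the deviations from the group means was -0.0917, against 0.0479 for livers with different numbers.

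The depth was between 46066381 and 60419223 counts per liver. The 10 highest genes took between 16.2% and 23.9% of the counts. Of the genes in the count table 99.8% had a symbol, and 99.0% in the CPM table.

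The methods were tested on simulated counts with 200 of 11968 genes changed. edgeR recovered 198 genes changed by 2 on the log2 scale with 5 false calls, and 126 genes changed by 1 with 8 false calls. DESeq2 recovered 198 and 159, with 25 and 28 false calls, limma 199 and 126, with 7 and 8, and edgeR with the replicate number as a block 198 and 123, with 7 and 10. Random sets of 6 unchanged genes gave a camera p-value under 0.05 in at most 1.5% of 200 sets. Each gene was drawn independently of the others, so the simulation cannot show the error of these tests for correlated genes. The draws used edgeR's estimates of each gene's dispersion, so the comparison of edgeR with DESeq2 is not neutral.

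The alternatives set before the data were examined were limma with a trend, without it, with robust moderation and with pseudocount 0.1 in place of 1; quantile normalization; library size alone; no filter and a stricter filter on low counts; each sex fitted alone; the replicate number as a block; DESeq2; an unmoderated equal-variance test; random gene sets of the same expression; and leaving out each liver in turn. A correction for transcript length, DESeq2's size factors in edgeR, leaving out the 10 highest genes, camera with the correlation fixed at 0.01, and an unmoderated equal-variance test on CPM without a log scale were chosen after seeing the data. All samples and value columns of the deposited tables were used.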

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

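The tests of a single liver, the time of collection, a fasted or low-insulin state, library sizes, mislabelling, female-biased genes, and the enzymes and Nrf2 targets beside Pgd were chosen only after the results were seen; the transcript length correction, the fit without the 10 highest genes and the PPAR-alpha set without gene families were chosen after seeing the data. No test for outlying livers was made, because the groups hold 3 livers.

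The response to statin differed between the sexes for the 6 fatty acid synthesis genes, whose mean log2 fold change in females minus that in males was -2.14. On per-liver means of the log2 level the difference was -2.44, with an exact permutation p of 0.005, the smallest that 400 exchanges can give. The paper names these genes for their fall in females, so the p-values are partly fixed by that choice. Without a gene set adjustment camera gave 0.0116 and after adjustment over 20 sets 0.0995, which fails a threshold of 0.05. In females the set kept a camera p-value under 0.05 with a correction for transcript length (0.0167), with library size alone (0.0140) and without the 10 highest genes (0.0107). Without replicate 3 of female statin, the liver with the lowest levels, the mean log2 fold change in females was -1.15 in place of -1.62. The total counts of female statin and chow livers overlap (exact permutation p of 0.3), and 0 livers have Xist or Y-linked counts that contradict the sex label, which cannot show a swap of diet. The mean of 16 clock genes did not differ between female statin and chow livers (camera p-value 0.362), but clock genes peak at opposite times, so this test settles nothing and the pattern cannot be told apart from a difference in time of collection. The 4 gluconeogenesis genes did not rise (0.672), whereas 6 genes of glycolysis and its regulators (Pklr, Gpi1, Mlxipl, Srebf1, Txnip and Khk) fell in females by a mean log2 fold change of -0.53 (0.00475), 5 of the 6 being lower, so a low-insulin or fasted state of the statin-fed females remains possible. A set of blood marker genes did not differ in females (mean log2 fold change 0.12, camera p-value 0.786); reads from other tissues and sequencing batches were not tested.

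On chow the same genes were higher in females than in males by 3.11 on the log2 scale, a difference for which the paper's text gives no value. The level in statin-fed females was nearer that of males, but the female-biased liver genes as a set did not fall (camera p-value 0.108, mean log2 fold change 0.45), so a general shift to male expression is not what the test showed.

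The target genes of PPAR-alpha, a receptor that turns on fatty acid oxidation, rose with statin in females by a mean log2 fold change of 1.03 with 19 of 19 genes higher. In males the mean was -0.24, with 15 of 19 genes lower and a camera p-value of 0.0660, which fell under 0.05 in 4 of the 12 fits without a liver (down to 0.0210) and in 4 other alternatives (library size alone, each sex fitted alone, DESeq2 and the correlation fixed at 0.01, down to 6.2e-05). The difference between the sexes was 1.27, with 18 of 19 genes above 0. The paper does not report this set. Its camera p-value in females was 2.2e-04 (0.00437 adjusted over 20 sets) and for the interaction 3.0e-04 (0.00602 adjusted). On per-liver means of the log2 level the interaction was 1.20, with an exact permutation p of 0.005, the smallest that 400 exchanges can give. In females, 13 of the 19 genes had separate statin and chow livers (10% by chance). The rise kept a camera p-value under 0.05 with the correction for transcript length (2.8e-04), with library size alone (7.7e-05), without the 10 highest genes (1.6e-04) and without the Acot and Cyp4a families, whose members have similar sequences (6.1e-04). Without replicate 3 of female statin the mean was 0.86. As for the fatty acid synthesis genes, the clock genes (0.362) cannot exclude a difference in time of collection, the gluconeogenesis genes did not rise (0.672), and the fall of the glycolysis genes (0.00475) leaves a low-insulin or fasted state as a candidate explanation.

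A set of NADPH-producing enzymes that serve fatty acid synthesis (Pgd, G6pdx and Me1) with enzymes of the pathway of Pgd that make no NADPH (Tkt and Taldo1) had a difference of -1.58 between the sexes (camera p-value 0.0149, 0.0995 adjusted). On per-liver means of the log2 level its difference was -1.69 (exact permutation p of 0.005, the smallest possible). The 4 Fig. 4b genes differed by -0.62 (camera p-value 0.0384, adjusted 0.192; exact permutation p of 0.06). For Pgd, lower activity of Nrf2 predicts lower Nrf2 targets outside Fig. 4b, and these did not fall in females (camera p-value 0.646). The set without Pgd fell by a mean log2 fold change of -0.96 (camera p-value 0.0296), but the p-value was above 0.05 with each sex fitted alone (0.0746) and in 2 of the 12 fits without a liver (up to 0.0795), so that the fall of Pgd belongs to that of fatty acid synthesis is a candidate explanation that depends on these settings.

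Apoa4 differed between the sexes by a log2 fold change of 1.79 and Gstm3 by -2.03, with adjusted p-values over all genes of 0.172 and 0.319 in edgeR and over the paper's genes alone of 0.00516 and 0.0122. No technical explanation specific to these genes was tested, and Gstm3 has close relatives with similar sequences.

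The 12 genes at an adjusted p-value under 0.05 in females, none of them named by the paper, are Acot1, Acot2, Rab30, Ralgps1, Slc6a16, Tbc1d8, Slc27a1, Tctn2, Slc22a5, Cyp3a16, Pex11a and Tlr12. Of the 4 splits of the female livers that part all same-numbered livers, 1 gave as many, the real one; the others gave 0. Since 10 splits cannot give a share under 0.05, this test cannot decide whether the 12 genes come from how the livers happen to be grouped. In males and in the interaction 0 genes were found (234 and 959 at an unadjusted p-value under 0.05), so that 4 of 4 and 32 of 32 splits gave as many is fixed in advance and shows nothing. The other splits gave 0 genes in males. In the interaction single splits gave 2497, 2301 and 1 genes and the rest 0, so some regroupings of these livers give many such genes. For female against male on chow 1 of 4 splits gave as many as the 1250 genes, the real one, and the others gave 0; here too the number of splits is too small for the share to fall under 0.05, whatever the counts. At the Fig. 2b thresholds, 3 of the 4 splits gave as many genes as the 654 in females, the others between 172 and 929, and of the 6 splits that leave a same-numbered pair together 1 did (117 to 689). In males 3 of 4 gave as many as the 125, and 2 of the 6 others did (46 to 853, and 50 to 374). At an unadjusted p-value under 0.05, 10 of the 32 splits gave as many interaction genes as the 959 (95 to 4575), so that count is what regrouping the livers gives.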

How the results depend on the processing

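The correction for transcript length, DESeq2's size factors in edgeR, the fit without the 10 highest genes, camera with the correlation fixed at 0.01, and the tests of the axis against length and GC content were chosen only after the results were seen.

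The fatty acid synthesis genes kept a negative mean in females and for the interaction, with a camera p-value under 0.05, in every fit that left out a liver (from -2.02 to -1.15 and from -2.55 to -1.68 across 12 fits) and in all other alternatives with a gene set value (from -1.95 to -1.61 in females, p-values up to 0.0375). The PPAR-alpha targets in females did so too (from 0.86 to 1.12, and from 0.94 to 1.03).

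Counts of genes at an adjusted p-value under 0.05 moved most. In females, against 12, there were 148 without a filter on low counts, 5 with the stricter filter, 0 with each sex fitted alone (808 at an unadjusted p-value under 0.05), 5 with the replicate block, 270 with DESeq2, 0 with the unmoderated equal-variance test (774 at an unadjusted p-value under 0.05), and from 0 to 75 across the 12 fits that each left out a liver. With limma, the test set before the data were examined, there were 13. In males DESeq2 gave 4 genes against 0. For the interaction, against 0 (959 at an unadjusted p-value under 0.05), there were 103 without a filter and 122 with DESeq2, and from 0 to 14 when a liver was left out. For female against male on chow, against 1250, there were 771 with the stricter filter, 901 with the replicate block and 1946 with DESeq2, and from 635 to 1586 when a liver was left out; the cause was not tested. DESeq2 also made more false calls on simulated counts, which were drawn independently for each gene with edgeR's estimates of dispersion.

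At the Fig. 2b thresholds, against 654 in females, there were 1342 without a filter, 360 with the stricter filter, 230 with the unmoderated test and from 470 to 1072 when a liver was left out. Against 125 in males, there were 74 with limma with a trend, 74 without it, 74 with robust moderation, 64 with quantile normalization, 544 without a filter, 41 with the stricter filter, 59 with the unmoderated test and from 92 to 395 when a liver was left out; the cause was not tested. With library size alone, 565 of 1218 genes (46.4%) were higher in females on chow in place of 713 of 1250 (57.0%).

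The mean of the fatty acid synthesis genes in males, 0.52, passed a p-value of 0.05 against random sets matched on expression (1e-04, the smallest they can give) and with the correlation between genes fixed at 0.01, where the value stays 0.52 (0.00377), neither of which allows for the correlation in these livers. It ranged from 0.32 to 0.62 when a liver was left out, past 0.05 once, without replicate 3 of female statin.

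Leaving out a liver changed the sign of 7 results: the cholesterol synthesis genes in females (from -0.42 to 0.0427) and in males (from -0.13 to 0.37), complex I, II and IV in females (from -0.22 to 0.0880), Fads2 in females (from -0.14 to 0.49), and in males Acaca (from -0.0252 to 0.28), Gsr (from -0.13 to 0.16) and Txnrd1 (from -0.0924 to 0.15); the cause was not tested. Among results for single genes and sets, the fits without a liver gave 850 of 924 comparisons on the same side, 49 weaker, 17 stronger and 8 reversed, and the other alternatives 1015 of 1050, 10 weaker, 25 stronger and 0 reversed.

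The spread within groups along one axis follows transcript length (Spearman's rho 0.517 across genes, not independent replicates) more than GC content (0.224), and it does not separate the diets (exact permutation p of 1 for the slopes of either sex), so length bias may add spread within groups.

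The stricter filter was set at a mean of 10 CPM, because a mean of 10 counts removes no gene. Robust moderation gives no gene set value, the unmoderated test was run for counts of genes and the Fig. 2b genes, and each sex fitted alone gives no interaction or sex comparison. Depth limits little here, since 3 counts are at most 0.0651 CPM; the number of livers limits the tests more, as 3 against 3 cannot give an exact p-value under 0.1.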

Differences from the paper's values

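The unmoderated test on CPM without a log scale was chosen only after the p-values in Fig. 2b were seen, and the correction for transcript length after seeing the data; the other alternatives named in this part were set before the data were examined.

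The paper gives an average depth of 18 per sample, in units of 1e+06 reads, and the mean total count per liver in the deposited tables is 53.0 in the same unit. No alternative changes the totals.

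In Fig. 2b the paper's -log10 p for Acly in females is about 1.4, read by eye, against 3.38 here, for Acot3 in females about 1.7, read by eye, against 3.74 here, and for Mt2 in males about 1.7, read by eye, against 2.73 here. Of the alternatives set before the data were examined, the unmoderated equal-variance test gave 1.46, 1.85 and 2.35, which no longer count as different from the paper's values, although that for Mt2 stays above it. For Mt2 the replicate block also removed the difference, as did 6 of the 12 fits that each left out a liver (down to 1.99), and the correction for transcript length, chosen after seeing the values. For Acly and Acot3 the block gave 3.09 and 4.28 and the fits without a liver no less than 2.59 and 2.82, and no other of these alternatives made either count as no different. The unmoderated test on CPM without a log scale, chosen after seeing the values, gave 1.78, 1.95 and 2.07. The log2 fold changes of the 8 genes read from Fig. 2b did not differ from those here. In Fig. 2b the horizontal line is drawn below the height of the unadjusted p-value that its legend gives, and the counts here use the value in the legend.

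For Glud1 the paper's Fig. 4d gives 2.76 relative to female chow in female statin (5 mice, the paper's SEM 0.711) against 1.24 here, and 0.603 in male statin (SEM 0.119) against 1.10 here. For Got1 in male chow it gives 1.34 (SEM 0.380) against 0.346 here. Library size alone, the one alternative computed for these ratios, gave 1.20, 1.14 and 0.357 and closed none of the gaps. The paper shows Got1 in male chow above female chow, and here it lies below. Fig. 4d has 5 mice per group and the RNA-seq 3 livers, so the figure does not show this RNA-seq measurement. The gaps for Glud1 and Got1 therefore compare different measurements and need not come from the processing of the counts.

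The paper reports lower expression of the 6 fatty acid synthesis genes, Sqstm1 and Pgd in females. None of them passes an adjusted p-value of 0.05 over all genes here, although all 8 have negative log2 fold changes. At an unadjusted p-value under 0.05, the threshold in the legend of Fig. 2b, all 8 pass in edgeR. The paper's methods name an adjusted threshold for its RNA-seq, and Fig. 4b uses t-tests. The paper also reports that statin lowered fatty acid gene expression in other mice, the Kdm5c+/+ females of Fig. 6e. DESeq2 calls 13 of the paper's genes in females (Acaa1b, Acaca, Acly, Acot3, Acot4, Alas1, Fasn, Got1, Gpi1, Pgd, Pygl, Sqstm1 and Vnn1), Apoa4 in males and 8 in the interaction, and without a filter on low counts 12 are called in females (Acaa1b, Acaca, Acly, Acot3, Acot4, Alas1, Elovl6, Fasn, Got1, Gpi1, Pgd and Vnn1) and 10 in the interaction. Limma with pseudocount 0.1 and the replicate block each call Acot4 in females. Leaving out 1 liver calls Acot3 and Acot4 (female chow replicate 3), Acot3, Acot4 and Pgd (female statin replicate 1) or Acot4 and Apoa4 (female statin replicate 2), the last also with Apoa4 in the interaction.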

Other observations

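The explanation by induction of the cholesterol synthesis genes, a set written beforehand, was chosen only after that set's result was seen; the set of complex I, II and IV genes was added later, but before its own result was seen, as was the length test of Kdm5c.

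The cholesterol synthesis genes, which a statin would be expected to induce through lower sterol levels, did not rise as a set: the mean log2 fold change was -0.12 in females (camera p-value 0.688) and 0.20 in males (0.499), and with the correction for transcript length the lower of the p-values was 0.525. With the correlation between genes fixed at 0.01, chosen after seeing the data, the rise in males had a camera p-value of 0.0120. The direction of both means changes when 1 liver is left out. The sterol levels of these livers were not analysed here.

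The mRNA of nuclear-encoded complex I, II and IV subunits did not fall in females on statin (49 genes, mean log2 fold change -0.06, camera p-value 0.670). With the correction for transcript length the mean was -0.0638. However, with the correlation between genes fixed at 0.01, chosen after seeing the data, the camera p-value was 0.0311. Without 1 liver the mean was above 0. The set held no gene of the mitochondrial genome, so the subunits encoded there were not tested.

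Kdm5c, which the paper relates to X chromosome dosage, was higher in females than in males on chow by 0.54 on the log2 scale (adjusted p = 0.165, edgeR), and the p-value before adjustment was 0.00153 with the correction for transcript length and 0.0580 with the replicate block. With the correction for transcript length, chosen after seeing the data, Kdm5c passed an adjusted p-value of 0.05 over all genes. Across the fits that each left out a liver the difference was between 0.37 and 0.64.

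Gclc was at 145 ± 24.8 CPM in female chow and 237 ± 31.7 CPM in male chow, with a log2 difference of -0.71 (adjusted p = 0.105, edgeR) and changes with statin of -0.01 in females and -0.17 in males. Glud1 had a log2 fold change of 0.31 in females (adjusted p = 0.460) and -0.23 in males, and Got1 of -1.07 (adjusted p = 0.210) and 0.63 (interaction adjusted p = 0.305, edgeR). Pygl had -0.79 in females and 0.10 in males, and Pgm3 0.29 and -0.36. The gluconeogenesis genes had a mean of -0.12 in females and 0.30 in males, and the glycogenolysis genes -0.06 and -0.11. The metallothionein genes had -1.22 in males (adjusted p = 0.0612 over 20 sets by limma's camera test) and 0.10 in females.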
